# Podoplanin Drives Motility of Active Macrophage *via* Regulating Filamin C During *Helicobacter pylori* Infection

**DOI:** 10.3389/fimmu.2021.702156

**Published:** 2021-10-11

**Authors:** Yi Ying Cheok, Grace Min Yi Tan, Keith Conrad Fernandez, Yee Teng Chan, Chalystha Yie Qin Lee, Heng Choon Cheong, Chung Yeng Looi, Jamuna Vadivelu, Suhailah Abdullah, Won Fen Wong

**Keywords:** podoplanin, macrophage, *Helicobacter pylori*, cell migration, Filamin C, interleukin-1β

## Abstract

Podoplanin (Pdpn) is a mucin-type transmembrane protein that has been implicated in multiple physiological settings including lymphangiogenesis, platelet aggregation, and cancer metastasis. Here, we reported an absence of Pdpn transcript expression in the resting mouse monocytic macrophages, RAW264.7 cells; intriguingly, a substantial upregulation of Pdpn was observed in activated macrophages following *Helicobacter pylori* or lipopolysaccharide stimulation. Pdpn-knockout macrophages demonstrated intact phagocytic and intracellular bactericidal activities comparable to wild type but exhibited impaired migration due to attenuated filopodia formation. In contrast, an ectopic expression of Pdpn augmented filopodia protrusion in activated macrophages. NanoString analysis uncovered a close dependency of Filamin C gene on the presence of Pdpn, highlighting an involvement of Filamin C in modulation of actin polymerization activity, which controls cell filopodia formation and migration. In addition, interleukin-1β production was significantly declined in the absence of Pdpn, suggesting a role of Pdpn in orchestrating inflammation during *H. pylori* infection besides cellular migration. Together, our findings unravel the Pdpn network that modulates movement of active macrophages.

## Introduction

Podoplanin is a 36- to 43-kDa mucin-type transmembrane *O*-glycoprotein that is predominantly expressed on the surface of lymphatic endothelial cells, kidney podocytes, and lung type I alveolar cells (1–3). This glycoprotein has multiple physiological functions such as lymphangiogenesis (4, 5), heart and lung organogenesis (6, 7), platelet aggregation (8), and epithelial–mesenchymal transition (EMT) (9, 10). Given its broad functions, *Pdpn*-null mice are embryonically lethal due to impaired lymphatic development (11), cardiac anomalies, and respiratory failure caused by abnormal heart and lung morphogenesis (6, 7).

Current knowledge of Pdpn functions relies heavily on the extracellular domain interaction with its ligand platelet C-type lectin-like receptor 2 (Clec2). Interaction of Pdpn to Clec2 stimulates deep vein thrombosis (12) while point mutations of threonine residues at the highly conserved platelet-activating (PLAG) domain of Pdpn obliterate platelet aggregation (13). By activating platelets, Pdpn is able to promote pulmonary cancer growth, malignant progression, and metastasis through cancer embolization that protects cancer cells from immunological assault (14, 15). In addition, Pdpn–Clec2 axis controls the development and maintains the integrity and contractibility of high endothelial venules (HEVs) (4, 5, 11), permitting the travel of lymphocytes and dendritic cells across the lymphatic system (16, 17). While the extracellular domain of Pdpn binds to Clec2, the intracellular domain of Pdpn interacts with the ezrin–radixin–moesin (ERM) complex to modulate Rho-GTPases and actin cytoskeletal rearrangement (10, 18). High expression of Pdpn has been associated with cancer metastasis such as advanced-stage gastric carcinoma (15, 19). On the contrary, Pdpn inhibition by neutralizing antibody depresses the metastasis of breast cancer cells xenografted into immunodeficient NOD-SCID mouse model (20). As such, Pdpn has hitherto been considered a potential marker as well as therapeutic target for aggressive cancer (21, 22).

In the immune system, *Pdpn* expression has been reported in T helper 17 (T_H_17) cells and macrophages (23, 24). *Pdpn*-expressing T_H_17 cell promotes ectopic lymphoid follicles formation in mouse experimental autoimmune encephalomyelitis (EAE) model (23), while its deletion exacerbates EAE in a genetically susceptible mouse model (25). In macrophages, *Pdpn* expression can be induced by thioglycollate or lipopolysaccharide (LPS) (24). A subset of *Pdpn*-expressing macrophage is highly phagocytic (26), associates with pro-inflammatory response (27), and promotes platelet aggregation through Pdpn–Clec2 crosstalk (24). Presence of *Pdpn*-expressing CD68^+^ macrophage-like cells and synovial fibroblasts at the joint of rheumatoid arthritis patients exaggerate joint cartilage inflammation and destruction (28, 29). Inflammatory response can be relieved with *Vav1*-promoter driven *Pdpn* deletion in myeloid cells as reported in mouse peritonitis model (30).

Chronic inflammation triggered by long-term *Helicobacter pylori* infection is the major mechanism underlying the development of gastric cancer in human. Macrophage is a key player in orchestrating inflammatory response to *H. pylori* infection since increased M1 cells and related pro-inflammatory markers were detected in the stomach of *H. pylori*-infected humans (31–34), while transient macrophage depletion reduces the *H. pylori*-associated inflammation and gastric pathology in a mouse model (35). While T_H_17 cells also play an important role during the chronic inflammation induced by *H. pylori*, the current study focuses on the role of Pdpn in macrophages only. This study investigates the expression and potential role of Pdpn in macrophage during inflammation by applying the *H. pylori* infection model. Subsequent generation of *Pdpn*-knockout and overexpressing macrophages enabled us to clarify the function and signaling pathway of Pdpn. Here, we demonstrated that, during *H. pylori* infection, Pdpn promotes *Filamin C* expression to enhance filopodia formation and migratory activity of macrophages. Nonetheless, there are no differences in bacterial uptake and killing in the absence of Pdpn. High *Pdpn* expression is also associated with a greater IL-1β secretion, which implies intervening Pdpn as a therapeutic opportunity in limiting inflammation.

## Materials and Methods

### Bacteria Strains and Infection Models

*H. pylori* Sydney Strain 1 (SS1) was provided by the *Helicobacter pylori* Research Laboratory, University of Western Australia. *H. pylori* J99 strain (700824), *Neisseria gonorrhoeae* (BAA-1737), *Staphylococcus aureus* (BAA-811), and *S. epidermidis* (BAA-35984) were purchased from the American Type Culture Collection (ATCC). *H. pylori* and *N. gonorrhoeae* strains were grown on chocolate agar plate supplemented with 7% laked horse blood (Oxoid, Basingstoke, UK) under microaerophilic conditions at 10% CO_2_, 37°C in a humidified incubator and were sub-cultured every 3 days. *S. aureus* and *S. epidermidis* were cultured on nutrient agar at 37°C in a humidified incubator.

RAW264.7 (ATCC^®^ TIB-71™) and human THP1 (ATCC^®^ TIB-202™) macrophages were purchased from the ATCC. RAW264.7 cells were cultured in DMEM supplemented with 10% heat-inactivated FBS at 37°C, 5% CO_2_. THP-1 cells were cultured in RPMI 1640 medium supplemented with 10% FBS, 10 mM HEPES (pH 7.4), 1 mM sodium pyruvate, 1× non-essential amino acids, and 50 μM 2-mercaptoethanol. RAW264.7 cells were seeded 1 day prior to infection, while THP-1 cells were seeded immediately before infection, at 5 × 10^5^ cells/ml. Freshly cultured bacteria were harvested in brain heart infusion (BHI) broth, measured by a spectrophotometer (OD_650nm_ of 1 = 1 × 10^8^ cells/ml) and infected at MOI of 1, 5 or 10.

### CRISPR/Cas9 Gene Editing-Mediated Pdpn Deletion

*Pdpn*-KD/TC and *Pdpn*-KO clones were generated using CRISPR/Cas9 gene editing tool. CRISPR/Cas9 target site (5’-ACAACCACAGGTGCTACTGG-3’) was selected from exon 2 of mouse *Pdpn* gene and cloned into GeneArt^®^ CRISPR Nuclease (OFP) vector (Thermo Fisher Scientific, Waltham, MA) with an orange fluorescence protein reporter. A total of 500 ng of plasmid was added to 1.5 μl Lipofectamine 3000 (Thermo Fisher Scientific) and transfected into 2 × 10^5^ cells/ml RAW264.7 cells. OFP^+^ cells were sorted individually into 96-well plates using FACSAria III (BD Bioscience), grown at 37°C for 14 days, and DNA was isolated from each clone using phenol chloroform method as previously described (36). CRISPR target site was amplified using two flanking primers (5’-AGGCTCCAACGAGATCAAGA-3’ and 5’-AGCTCTTTAGGGCGAGAACC-3’) and sequenced. Sequencing data were analyzed using BioEdit (version 7.2.5) and aligned with European Bioinformatics Institute (EMBL-EBI) clustalW2 multiple sequence alignment system.

### Establishment of Pdpn Overexpression Model Using Retrovirus Transduction System

*Pdpn* cDNA was amplified from *H. pylori*-stimulated RAW264.7 cells with KAPA HiFi PCR Kit (KAPA Biosystems, Wilmington, MA). using 5’-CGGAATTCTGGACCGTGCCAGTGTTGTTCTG-3’ and 5’-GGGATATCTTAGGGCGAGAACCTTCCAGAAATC-3’ primers. *Eco*RI and *Eco*RV recognition sequences (underlined sequence) were added to ease cloning into pcDNA3.1 vector. Reference sequence was obtained from the National Center for Biotechnology Information (NCBI Accession No. NM_010329.3). *Pdpn* cDNA were subsequently cut from pcDNA3.1 vector and inserted into retroviral vector (pMX-IRES-GFP) using *Eco*RI and *Xho*I enzymes. A mixture of 2.5 μg of plasmid and 3.75 μl of Lipofectamine 3000 (Thermo Fisher Scientific) were transfected into 3 × 10^5^ cells/ml PLAT-E retroviral packaging cells (Cell Biolabs, San Diego, CA) in a six-well plate. After 48 h, retroviral supernatant was harvested, mixed with fresh medium at ratio 1:1 with 8 μg/ml polybrene, and transduced in 2 × 10^5^ cells/ml RAW264.7 cells. GFP^+^ cells were sorted using FACSAria III (BD Bioscience) individually into 96-well plate, grown for 14 days to form a colony of approximately 10^5^ cells.

### Microarray and Quantitative RT-PCR

Microarray data were performed with Agilent Technologies microarray platform using Agilent Sure Print G3 Human GE 8 (Design ID: G4851A, Lot: 0006097429) as previously described (37). Microarray data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151289. RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) as previously described (38). cDNA was prepared using Moloney murine leukemia virus (MMLV) reverse transcriptase (Invitrogen). Quantitative RT-PCR was performed using SsoAdvanced SYBR Green Supermix (Biorad, Hercules, CA) in Strategene Mx3000P qPCR system (Agilent, Santa Clara, CA). Endogenous *Pdpn* was amplified using primers 5’-AGGCTCCAACGAGATCAAGA-3’ and 5’-AGCTCTTTAGGGCGAGAACC-3’, while both exogenous and endogenous *Pdpn* were examined using primers 5’-TTT GGGGAGCGTTTGGTTCT-3’ and 5’-GCAAGCCATCTCTATTGGGGT-3’. *β-actin* primers (5’-GATGACGATATCGCTGCGCTG-3’ and 5’-GTACGACCAGAGGCATACAGG-3’) were used as a control. Relative fold changes were calculated using 2^−ΔΔCT^ formula.

### Immunoblot Analysis

Cells were lysed in RIPA lysis buffer supplemented with protease inhibitor cocktail (1:1,000), 200 µm PMSF, and 100 µM sodium orthovanadate (Santa Cruz Biotech, Santa Cruz, CA), loaded and separated by SDS-PAGE, before blotted onto polyvinylidene fluoride (PVDF) membranes. Membranes were blocked with 5% BSA in Tris buffered saline-10% Tween 20 (TBS-T) and incubated with primary (1:1,000) and secondary (1:5,000) antibodies. Primary antibodies used were anti-β-actin (Cell Signaling Technologies, Beverly, MA), anti-Pdpn (R&D Systems, Minneapolis, MN), biotin anti-human Pdpn (clone NC-08) (BioLegend), and anti-Filamin C (Novus Biologicals, USA) antibodies. Secondary antibodies used were alkaline phosphatase-conjugated rabbit or goat anti-IgG antibodies (Promega, Madison, WI). Membranes were developed using nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT-BCIP) substrate.

### Phagocytosis Assay

*H. pylori* (10^8^ cells/ml) were labeled with FITC in the dark for 30 min and washed 4× with sterile PBS. Cells were infected with FITC-labeled bacteria at MOI 1 for 1 and 4 h before analyzed. Cells harvested at 1 and 4 h were washed and analyzed with FACS Canto II (BD Bioscience). For immunofluorescent staining, cells were seeded on a coverslip and infected with *H. pylori* at MOI 10. At 24 h, cells were gently washed and mounted with ProLong Gold Antifade reagent with DAPI (Thermo Fisher Scientific) before visualization under an Eclipse TE2000-E fluorescence microscope (Nikon, Tokyo, Japan).

### Electron Microscopy

Cells were pelleted, fixed in 4% glutaraldehyde overnight, and post-fixed in osmium tetroxide. Cell pellet was dehydrated with an ascending series of ethanol and embedded in the epon mixture prepared with Agar 100, dodecyl succinic anhydride, methyl nadic anhydride, and tri-dimethylaminomethyl phenol. Samples were sectioned using an ultramicrotome and stained with uranyl acetate and lead citrate before observation with transmission electron microscope LEO LIBRA120 (Carl Zeiss, Oberkochen, Germany).

### Macrophage Intracellular Killing Assay

Culture medium of *H. pylori*-infected cells at 24 h post-infection (h.p.i.) was replaced with DMEM with 100 μg/ml of gentamycin for extracellular bacteria killing. After 1-h incubation, cells were washed and lysed with 0.1% saponin at 37°C for 15 min. Viable intracellular bacteria count was determined by calculating colony-forming units (CFU) of the serially diluted bacteria that were plated and cultured on chocolate agar plate.

### Real-Time Cell Analysis Assay and Transwell Migration Assay

Real-time cell migration was monitored using electronically integrated Boyden chamber CIM-16 plate in a xCELLigence RTCA DP instrument (ACEA Bioscience, San Diego, CA). Briefly, the lower chamber was detached and loaded with DMEM with 20% FBS, 100 ng/ml CCL2, and 1 µg/ml LPS from *E. coli* (O111:B4, Sigma Aldrich, USA). The upper chamber was reassembled and 50 µl of serum-free DMEM was added. CIM-16 plate was placed on RTCA instrument in a 37°C incubator for 1 h and background signal was measured for 5 min. Then, cells were seeded at 5 × 10^5^ cells/ml in DMEM media supplemented with 10% FBS in the upper chamber and allowed to equilibrate and attached at room temperature for 30 min before initiating measurement. Data were analyzed in a xCELLigence RTCA Software Pro V2.0 (ACEA Bioscience).

Conventional migration assay was performed using 8-μm 24-well transwell inserts. Cells were seeded in the upper chamber at 3 × 10^5^ cells/ml. Lower chamber was filled with DMEM with 20% FBS, 100 ng/ml CCL2, and 1 µg/ml LPS. After 24 h, non-migrated cells inside the insert were removed using a cotton tip while migrated cells were fixed with methanol for 10 min, stained with crystal violet staining, and visualized under a light microscope. Ten images from different fields were captured randomly for cell calculation. For migration assay using *H. pylori*, bacteria suspension was adjusted to 10^8^ cells/ml and heat-inactivated at 56°C for 30 min. Subsequently, inactivated bacteria were added at MOI 50:1 in the lower chamber and incubated for 24 h.

### Wound Healing Assay

Cells were seeded onto a 96-well plate at a concentration of 5 × 10^5^ cells/ml to achieve around 90% confluency. Media was changed into fresh DMEM supplemented with 10% FBS and a 10-µl pipette tip was used to scratch a wound in the middle of the well. Wound healing was recorded every 5 min with JuLi BRD04 live cell imager (NanoEntek, Pleasanton, CA) for 24 h. Area of wound was measured every 4 h using ImageJ (version 1.50b). Percentage of wound healed was calculated with the following equation, where T_0_ indicates 0 h; T_n_ indicates selected time point.

$$\text{Wound Healed }(\%)=\frac{\text{Wound siz}{\text{e}}_{\text{T}0}-\text{Wound siz}{\text{e}}_{\text{Tn}}}{\text{Wound siz}{\text{e}}_{\text{T}0}}\times 100\%$$

### Immunofluorescence Microscopy

Cells were seeded at 2 × 10^5^ cells/ml in a four-well chamber slide and incubated overnight. After 24-h treatment with 100 ng/ml CCL2 and 10 ng/ml LPS, cells were fixed with ice-cold methanol for 10 min, washed with PBS/0.01% Triton-X, and blocked with PBS/3% BSA. Cells were incubated with rabbit anti-mouse-β-actin antibody (Cell Signaling Technology, Beverly, MA) for 1 h followed by incubation with secondary antibodies Alexa Fluor 555-conjugated anti-rabbit IgG (H+L) F(ab’)_2_ (Cell Signaling Technology). Cells were washed with PBS/0.01% Triton-X again before counterstained with Prolong gold antifade DAPI reagent. Slide was viewed in a Leica TCS SP5 II confocal microscope (Leica Microsystems, Mannheim, Germany).

### Cell Proliferation Assay

Cells were seeded at 2 × 10^5^ cells/ml in different wells of four 96-well plate and incubated for 4 days. Each day, a plate was removed and processed. A total of 50 µl of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) substrate was added and incubated for 1 h. Cell supernatant was removed carefully and replaced with 100 µl of DMSO. Absorbance reading at 570 nm was measured using a Synergy HTX Multi-Mode microplate reader (BioTek Instruments, Winooski, VT).

### NanoString Gene Expression Analysis

A total of 100 ng of RNA (50 ng/µl) was added to hybridization buffer, reporter, and capture probe sets (Cat: NNS_NAA-AKIT-012, Lot: CP6643X1), and hybridized at 65°C for 20 h. Subsequent sample preparation and scanning were performed using an automated nCounter Prep station for hybridization onto the sample cartridge (Cat: NNS_XT-CSO-MPATH1-1, Lot: RC7091X1) followed by scanning with Digital analyzer (NanoString Technologies, Seattle, WA). Data were analyzed using the nSolver Analysis Software V4.0. Two-step data normalization was performed using an internally developed Pipeline Pilot Tool (NAPPA) to account for the background using the spike in positive and negative controls, followed by input correction using housekeeping genes. Genes that had a mean value fewer than 10 counts across all samples were removed from analysis. NanoString gene expression data have been deposited to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151269.

### ELISA

Enzyme-linked immunosorbent assay (ELISA) was carried out using ELISA MAX™ Deluxe Set Mouse (Biolegend) according to the manufacturer’s protocol. Cell lysate was used for pro-IL-1β detection since RAW264.7 cell lacks apoptosis-associated speck-like protein containing a Card (Asc), an inflammasome adaptor indispensable for IL-1β maturation (39). Supernatant from cell culture was used for the detection of TNFα.

### Statistics

Data were shown as mean ± standard deviation (SD). Data were analyzed with unpaired two-tailed Student’s *t*-test when comparing between two groups, in GraphPad Prism (GraphPad software, La Jolla, CA, www.graphpad.com). Statistical significance among three groups were analyzed using two-way ANOVA test. *p*-values of <0.05 were considered as statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). Statistical analysis for NanoString data was performed by R-based statistic program by either loglinear regression or simplified negative binomial model and adjusted with the Benjamini–Yekutieli method in nCounter Advanced Analysis 2.0 (NanoString Technologies). Samples were considered significant if *p* < 0.01 (−log_10_ > 2).

## Results

### *H. pylori* Infection Upregulates Pdpn Expression in Macrophages

Our previous microarray analysis revealed an altered transcriptional profile of multiple genes in *H. pylori*-infected macrophages (37). Out of the genes attained, we selected *Pdpn* gene for further investigation given its uncharacterized function in macrophage and intense upregulation following *H. pylori* infection (**Figure 1A**). To validate the microarray data, we infected RAW264.7 macrophages with *H. pylori* SS1 for examination at both transcriptional and translational levels. *H. pylori* SS1 was used in the current study as this strain is the mouse adapted strain widely employed in studies of *H. pylori* using mouse model (40). Quantitative RT-PCR results demonstrated a markedly elevated amount of *Pdpn* mRNA transcript in the *H. pylori*-infected cells relative to uninfected mock control (**Figure 1B**). *Pdpn* mRNA transcript was detected at 6 h.p.i. at approximately 83-fold and steadily increased up to 527-fold and 3,307-fold, at 24 and 48 h.p.i., respectively. At the protein level, Pdpn band was not detected in the uninfected cells but was apparent upon *H. pylori* infection at MOI ≥ 5, and increased in a time-dependent fashion (**Figure 1C**, arrows). We then hypothesized that the upregulation of Pdpn in response to *H. pylori* infection could also occur with other bacteria. Two gram-positive (*S. aureus* and *S. epidermidis*) and two gram-negative (*H. pylori* and *N. gonorrhoeae*) bacteria were selected for the test. Interestingly, we noted that Pdpn expression was strongly induced following infection with gram-negative but not gram-positive bacteria (**Figure 1D**). Induction of Pdpn was likely triggered by bacteria surface lipopolysaccharide (LPS), as shown in **Figure 1E** and a previous report (24). Additional stimulation with C-C chemokine ligand 2 (CCL2) chemoattractant showed no additive or synergistic effect on Pdpn expression (**Figure 1E**). Further confirmation of PDPN expression in human cells was also carried out in human THP-1 monocytic macrophages using *H. pylori* J99 strain, a highly pathogenic strain in human, where upregulation of expression was observed at both mRNA and protein levels (**Figures 1F, G**).

**Figure 1:**
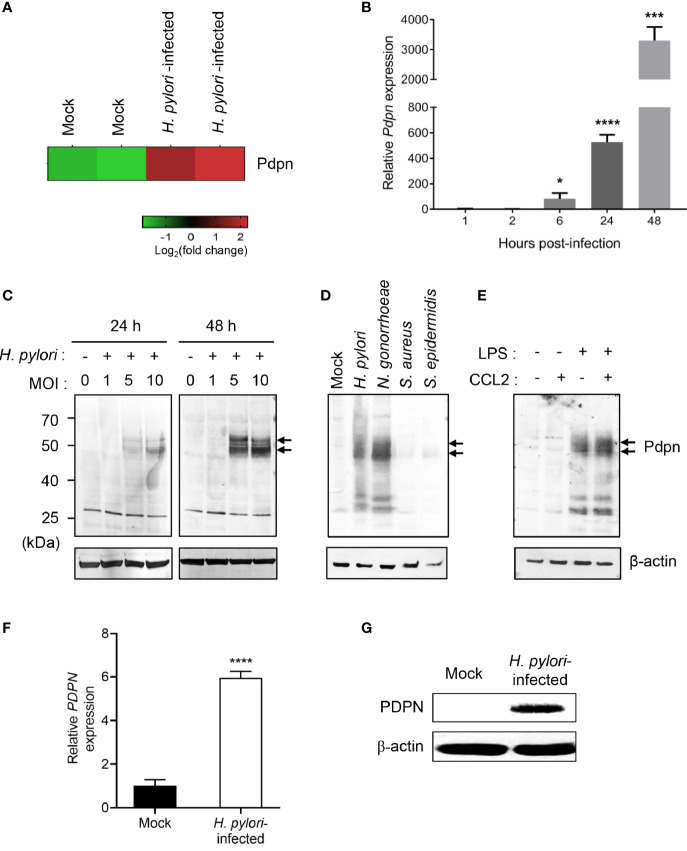
Upregulation of Pdpn expression in *H. pylori*-infected macrophages. **(A)** Microarray heatmap shows *Pdpn* gene expression in uninfected (mock) or *H. pylori* (MOI 10, 24 h)-infected RAW264.7 cells. Data were ran with two biological duplicates and were representative of two different probes. **(B)** Temporal *Pdpn* mRNA transcript expression of mock or *H. pylori* (MOI 10)-infected RAW264.7 cells. *y-*axis shows relative expression of *Pdpn* to *β*-*actin* internal control. Data were shown as mean ± *SD*, from two experiments ran in triplicate. Statistical significance was analyzed with unpaired Student’s *t*-test (*p < 0.05, ***p < 0.001, ****p < 0.0001) in comparison to level of uninfected control. **(C–E)** Immunoblot analyses show Pdpn protein expression in RAW264.7 cells under different stimulation conditions. Pdpn expressions were examined in **(C)** mock or *H. pylori* (MOI 1, 5, or 10)-infected cells at 24 or 48 h.p.i.; **(D)** mock, *H. pylori*, *N. gonorrhoeae*, *S. aureus*, and *S. epidermidis* (MOI 10, 24 h)-infected cells; and **(E)** LPS (1 ng/ml)-, CCL2 (100 ng/ml)-, or LPS plus CCL2-stimulated cells. Membranes were probed using anti-Pdpn (upper panel, as indicated by arrows) or anti-β-actin (lower panel) antibodies. Ladder indicates molecular weight, kDa: kiloDalton. Data were representative of at least two independent experiments. **(F, G)** THP-1 cells were uninfected (mock) or infected with *H. pylori* J99 strain at MOI 10 for 16 h. **(F)** *PDPN* mRNA transcript expression was examined by qRT-PCR method. *y-*axis shows relative expression of *PDPN* to *β*-*actin* internal control. Data are shown as mean ± *SD*, from two experiments run in triplicate. Student’s *t*-test was used for statistical analysis; ****p < 0.0001. **(G)** Immunoblot analysis shows PDPN protein expression in THP-1 cells in mock or *H. pylori* (MOI 10 for 16 h)-infected cells. Membranes were probed using anti-PDPN or anti-β-actin antibodies. Data were representative of at least two independent experiments.

### Pdpn Deletion Does Not Affect Macrophage Phagocytic or Bactericidal Activities

To further investigate the functional role of Pdpn in macrophages, we disrupted *Pdpn* gene in the parental RAW264.7 cells using CRISPR/Cas9 gene editing technology. Two stable clones with early non-sense mutation were selected (**Supplementary Figures S1A, B**). Three-dimensional protein structure prediction suggested that the mutations resulted in disrupted alpha helix folding at the N terminal extracellular domain of Pdpn protein, indicating loss of protein function (**Supplementary Figure S1C**). The first clone exhibited a partial (~70%) reduction in expression with a lower molecular weight indicative of protein truncation and was labeled as podoplanin knockdown with truncation (*Pdpn-*KD/TC), whereas the second clone showed no detectable protein and thus was labeled as podoplanin knockout (*Pdpn-*KO) (**Supplementary Figure S1D**). Most of the following analyses were conducted using *Pdpn-*KO cells.

A previous study reported high phagocytic activity of podoplanin-expressing inflammatory macrophages (24). Hence, we first assessed the ability of *Pdpn-*KO cells in phagocytosing *H. pylori*. In transmission electron microscopy images, internalized bacteria in *Pdpn-*KO cells can be clearly detected as densely stained, curved rod structure in the phagocytic vacuoles (**Supplementary Figure S2A**). By using FITC-labeled *H. pylori*, immunofluorescence images revealed that *Pdpn-*KO cells effectively engulfed bacteria comparable to the wild-type parental cells (**Supplementary Figure S2B**). Flow cytometric analysis at 1 h.p.i. suggested an effective albeit minimal delay in the phagocytic ability of *Pdpn-*KO; data at 4 h.p.i. demonstrated that >98% of *Pdpn-*KO successfully phagocytosed the bacteria (**Supplementary Figure S2C**). In intracellular bactericidal assay, no significant difference was observed in the CFU of the viable *H. pylori* that remained within the *Pdpn-*KO and wild-type macrophages following infection (**Supplementary Figure S2D**), suggesting that *Pdpn* **-**deletion caused no direct defect in bacterial uptake and killing.

### Pdpn-Knockout Cells Exhibit Impaired Migration Activity

Given that fewer CD11b^+^ F4/80^+^ cells are recruited to the site of inflamed peritonitis in *Vav*-Cre *Pdpn*-floxed mice (30), we postulated that Pdpn mediates macrophage migration. Using wound healing assay, we observed that *Pdpn-*KO cells were inefficient in closing the scratched area compared to wild-type cells (**Figure 2A**). We exclude the possibility that the inefficient wound healing ability was a result of defective cell proliferation capability, as shown by parallel cellular proliferation rates over a period of 4 days between wild-type and knockout cells (**Figure 2B**). Strikingly, live recording demonstrated static or limited movement of *Pdpn-*KO cells compared to highly motile wild-type cells (**Supplementary Video S1**).

**Figure 2:**
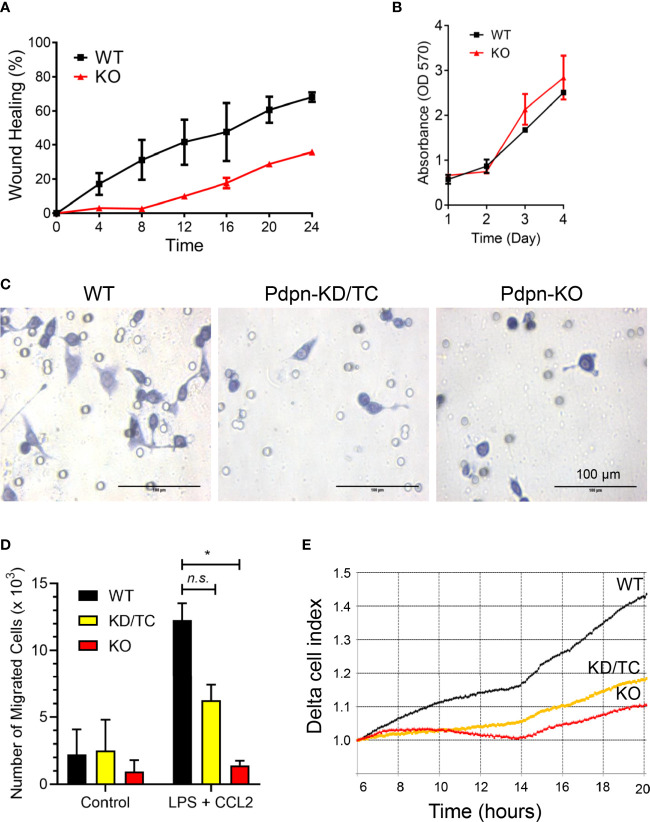
Impaired motility of LPS-stimulated macrophages following *Pdpn*-deletion. **(A)** Graph shows percentages of wound healing in WT and *Pdpn*-KO cells. Confluent cells were scratched and viewed under NanoEntek JuLi BRD04 live cell imager for 24 h. Area of wound was measured every 4 h using ImageJ software. Note that *Pdpn*-KO demonstrated impaired wound healing ability as compared to WT cells. Data were presented as mean ± *SD* and were representative of three independent experiments. See **Supplemental Video 1**. **(B)** Comparison of cell proliferation rate among the non-stimulated wild type (WT) and *Pdpn*-knockout (KO) stable clones using MTT assay. Similar number of cells were seeded and cultured over a period of 4 days. Cell growth was measured each day by adding MTT solution for 4 h, replaced with DMSO, before measuring on a plate reader. All samples were run in triplicate. Data are presented as mean ± *SD* from duplicate readings and are representative of two independent experiments. **(C)** Representative images of migrated cells for wild-type, *Pdpn*-KD/TC, and *Pdpn*-KO cells in transwell migration assay. Cells seeded at upper chamber of 8-μm transwell insert were induced with 20% FBS, 100 ng/ml CCL2, and 1 µg/ml LPS from the lower chamber and processed with crystal violet staining after 24 h. Circles indicate the pores in the transwell. Scale bars indicate 100 μm. **(D)** Histogram shows number of migrated cells in transwell migration assay. Data were shown as mean ± *SD* from duplicates and were representative of three independent experiments. Statistical significance was analyzed with two-way ANOVA test (*F* value: 5.77; degree of freedom: 6; *p < 0.05; *n.s*., not significant). **(E)** Real-time migration rate of wild-type, *Pdpn*-KD/TC, and *Pdpn*-KO cells in RTCA analysis. Cells seeded at the upper chamber of CIM-16 plate were induced with 20% FBS, 100 ng/ml CCL2, and 1 µg/ml LPS, from the lower chamber. Data were normalized at the sixth hour time point and are representative of two independent experiments.

We further compared cellular migration of parental and *Pdpn-*KO cells towards LPS and CCL2 chemoattractant. The number of the migrated cells in the Boyden chamber assay was remarkably reduced by approximately 50% and >90%, in *Pdpn-*KD/TC and *Pdpn-*KO cells, respectively, compared to wild-type control (**Figures 2C, D**). Notably, the morphology of the mutant cells appeared smaller and rounder compared to that of the migrated parental cells (**Figure 2C**). Next, we repeated the migration assay by using *H. pylori* induction. The heat-inactivated form of *H. pylori* was used to avoid the migrated cell count from being affected by live bacterial infection-mediated cell death. We noted that wild-type cells migrated efficiently towards lower chamber containing the heat-inactivated form of *H. pylori*. Consistent with the above induction using LPS and CCL2, a significantly lower number of migrated *Pdpn-*KD/TC and *Pdpn-*KO cells were induced by *H. pylori*, suggesting the defective migratory activity (**Supplementary Figure S3**). Results from an impedance-based real-time cell analyzer analysis demonstrated that the cellular migration rate towards CCL2 chemoattractant increased steadily over time in the wild-type parental cells, but it was substantially declined in *Pdpn-*KO or *Pdpn-*KD/TC cells (**Figure 2E**). These observations collectively suggest that Pdpn modulates cell migration of activated macrophages.

### Filopodia Formation Is Diminished by Pdpn Deletion and Intensified by Pdpn Overexpression

When cells were stained and visualized under confocal microscopy, there was no overt differences observed in the WT, *Pdpn-*KD/TC, and *Pdpn-*KO cells prior to activation (**Figure 3A**, upper panel). Upon treatment with LPS (and CCL2), wild-type cells displayed increased cellular size with extended filopodia protrusion and long cytoplasmic tail formation, suggesting active actin polymerization and directional cell migration. In contrast, LPS (and CCL2) treatment failed to induce the formation of filopodia and long cytoplasmic tail in the mutant clones (**Figure 3A**, as indicated by arrows, medium, and lower panels). Although *Pdpn-*KD/TC and *Pdpn-KO* cells lacked long filopodia, the formation of lamellipodia and podosome structures (**Figure 3A**, as indicated by broken arrow and arrowhead) can still be detected.

**Figure 3:**
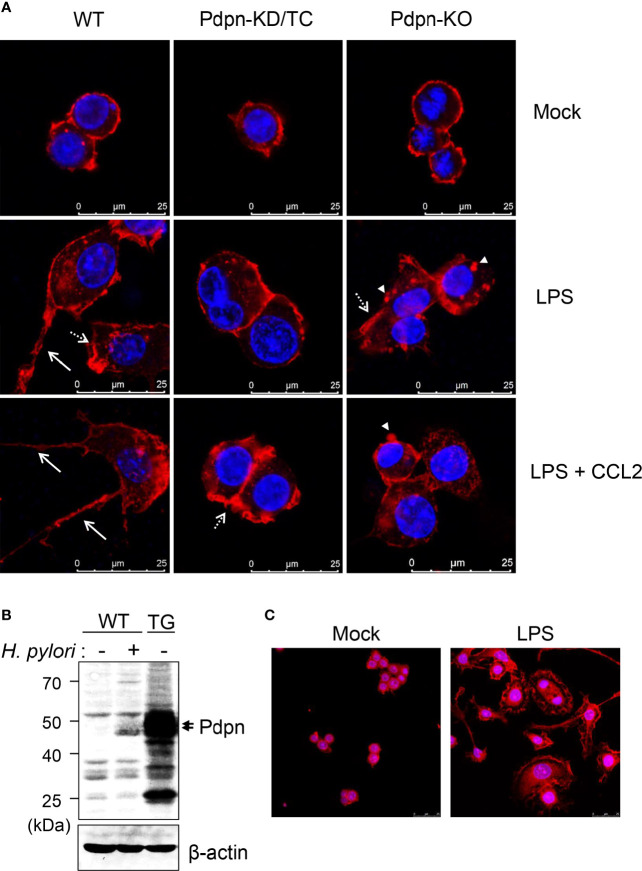
Altered filopodia formation in the *Pdpn*-knockout and overexpressed cells. **(A)** Representative immunofluorescence images of wild-type, *Pdpn*-KD/TC, and *Pdpn*-KO cells with or without treatment with 10 µg/ml LPS (and 100 ng/ml CCL2). Note that actin cytoplasmic tails or filopodia protrusions (arrow) were only detected in the wild type, while membrane ruffles or lamellipodia (broken arrow) and podosomes (arrowhead) can be observed in the mutant clones. Cells were stained with anti-β-actin antibody followed by Alexa Fluor 555-conjugated rabbit anti-rabbit IgG (H+L) F(ab’)_2_ to view actin cytoskeleton (red) and nucleus were counterstained with DAPI (blue). Scale bars represent 25 μm. **(B)** Generation of *Pdpn*-overexpression clone. Immunoblot analysis of Pdpn in uninfected or *H. pylori* (MOI 10, 24 h)-infected wild-type cells, and unstimulated *Pdpn*-TG stable clone. Membranes were probed using anti-Pdpn or anti-β-actin antibodies. Ladder indicates molecular weight, kDa: kiloDalton. **(C)** Representative immunofluorescence images of *Pdpn*-TG cells with or without treatment with 1 µg/ml LPS. Note the extensive filopodia protrusions around the activated cells. Cells were stained as described in **(A)**. Scale bars represent 25 μm.

To further confirm the involvement of Pdpn in filopodia formation, a stable clone ectopically expressing *Pdpn* was generated using a retrovirus transduction system. The level of Pdpn expression in the *Pdpn-*TG cells was strongly evident at the protein level under unstimulated condition, at a greater level compared to that of *H. pylori*-stimulated WT cells (**Figure 3B**). Intriguingly, an explosive amount of filopodia protrusion was detected in the *Pdpn-*TG cells after LPS stimulation (**Figure 3C**). Absence of filopodia in the knockout cells and its excessive presence in the transgenic cells underscore an essential role of *Pdpn* in controlling filopodia formation. It should be noted that this phenomenon was not observed in unstimulated Pdpn-TG cells, suggesting that additional factors derived from cell signaling are indispensable for initiating actin polymerization process compulsory for filopodia formation.

### Pdpn Deletion Abrogates the Production of Interleukin-1β From the Activated Macrophages

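RAW264.7 is a mouse macrophage cell line. Its unmodified cells (WT) were compared with a single Pdpn-knockout clone made with CRISPR/Cas9 (KO) and a single clone that carries Pdpn on a retroviral transgene (TG). Each of the 3 lines was left uninfected or was infected with H. pylori SS1 at a multiplicity of infection of 10 for 24 h. From each of 2 biological replicates per group, 100 ng of RNA was hybridized to the probes of the mouse panel (6 groups, 12 samples). The nCounter assay counts barcoded probes bound to each RNA molecule without amplification. The table used here holds 770 genes, 20 of them housekeeping genes, and 14 control probes. The values are the authors' normalized counts, corrected with the control probes and scaled to the housekeeping genes. Pdpn itself has no row under its name in that table, so the knockout and the transgene could not be checked with it. Between 400 and 436 genes per sample reached 20 normalized counts, and the highest negative control probe gave 5 to 10 counts. Where both samples of a group lie below 20 counts, a ratio of counts against it is given as a bound computed against 20. The log2 fold changes of such genes come from the fit, depend on the pseudocount and are no bound. The pair of genes with the most counts held 38.6 to 46.1% of all counts in uninfected samples, where both code for histone H3 (Hist2h3b and Hist1h3b), and 18.5 to 35.3% in infected ones. In a stretch of 70 rows from Gna11 to Il11ra2, 33 of 33 genes that the authors' tables of comparisons also hold come closest to the values of another row and 0 to those of their own. That row lies 1 row before for 30 genes, 2 rows before for Hdac4 and Hras, and at the end of the stretch for Gna11. The names of the comparison tables are used for these 33 rows, among them Hist1h3b, Hist2h3b, H2afx, Hells, Id1 and Id2. Groups were compared with limma on log2(normalized count + 1) in one fit of all 12 samples, over 457 genes with at least 20 counts in at least 2 samples, housekeeping genes included. A gene is called at a Benjamini-Yekutieli adjusted p under 0.01. Log2 fold changes are given with their standard error (SE) and group means with their standard deviation (SD). Each gene described below as higher or lower in a comparison of 2 groups had both replicates of one group above both of the other, which chance gives in 33.3% of such comparisons. With the medians of the samples set equal in place of the authors' scaling, the median log2 fold change moved by 0.12 for infection in TG cells, 0.18 for uninfected KO against WT, -0.10 for uninfected TG against KO, -0.12 for infected WT against KO and 0.16 for infected TG against WT. It moved by less than 0.1 in the other comparisons.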

To further investigate the changes of *Pdpn-*KO and *Pdpn-*TG cells at the molecular level, mRNA transcripts were analyzed using a NanoString nCounter^®^ PanCancer Pathways panel that included genes in immune-oncology, innate, and adaptive immune responses. Prior to the assay, the expression levels of *Pdpn* among the parental WT, *Pdpn-*KO, and *Pdpn-*TG cells were verified before and 24 h after *H. pylori* infection using RT*-*PCR (**Figure 4A**). For WT cells, *Pdpn* expression was low in resting cells, and increased at approximately 600-fold after *H. pylori* infection. As expected, no *Pdpn* expression was observed in KO cells, while strong expression of >50,000-fold was detected in *Pdpn-*TG cells regardless of infection status.

**Figure 4:**
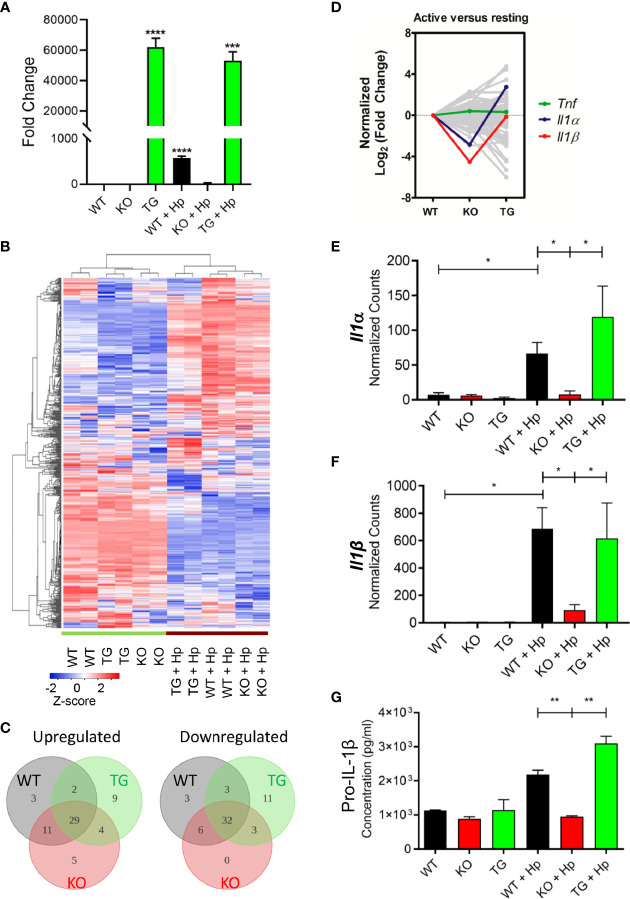
*Pdpn*-deletion inhibits the production of IL-1β proinflammatory cytokine. **(A)** Bar chart depicting the fold changes of *Pdpn* mRNA transcript expression in the wild type (WT), *Pdpn*-knockout (KO), and *Pdpn*-transgenic (TG) cells, before and after *H. pylori* infection at MOI 10 for 24 h (as indicated by +Hp). The mRNA transcript was isolated from each cell, reverse transcribed to cDNA and subjected to quantitative RT-PCR analysis. *y-*axis shows normalized fold change of *Pdpn* over *β*-*actin* internal control. Data were shown as mean ± *SD* of triplicates obtained from representative of two independent experiments. Statistical significance was analyzed with unpaired Student’s *t*-test (***p < 0.001, ****p < 0.0001). **(B)** Heatmap showing the gene expression and hierarchical cluster analysis of NanoString data. Color intensity reflects the *Z*-scores of the RNA abundance. Red represents upregulation while blue represents downregulation. All samples were run as biological duplicates. Statistical analysis was performed by R-based statistic program by either loglinear regression or simplified negative binomial model and adjusted with the Benjamini–Yekutieli method in nCounter Advanced Analysis 2.0 software. **(C)** Venn diagrams show the number of differentially upregulated (log_2_ fold change > 2, left panel) or downregulated (log_2_ fold change < -2, right panel) genes following *H. pylori* infection. Subsets are WT (gray), KO (red), and TG (green). Overlap region indicated the number of common differentially expressed genes among comparison groups. Diagram was generated by Lucidchart platform. **(D)** Line chart showing the normalized trend of differentially expressed genes following infection. *y-*axis represents the normalized log_2_ fold change of each gene in WT, KO, or TG samples over the log_2_ fold change of WT. Sharp “V” trendline was observed for *Il1α* and *Il1β* in KO cells, indicating drastically lower increment following infection when compared to both WT and TG cells. Differential expressions were computed in the nSolver Advance Analysis Software 2.0. **(E, F)** Bar charts show normalized RNA transcript counts of **(E)** *Il1α* and **(F)** *l1β* from NanoString analysis. Data are shown as mean ± *SD* of duplicate samples. Statistical significance was analyzed with unpaired Student’s *t*-test (*p ≤ 0.05). **(G)** Bar chart shows ELISA analysis of pro-IL-1β production in cell lysate. *y-*axis represents cytokine concentrations in pg/ml. Data were shown as mean ± *SD* of duplicates obtained from representative of two independent experiments. Statistical significance by unpaired Student’s *t*-test (**p < 0.01).

In general, wild-type, *Pdpn-*KO, and *Pdpn-*TG cells displayed a highly homogeneous gene expression profile that altered comparably upon *H. pylori* infection, as depicted by the heatmap (**Figure 4B**), suggesting minimal influence of *Pdpn* disruption on the transcriptional programming of the macrophages. 

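Infection went with larger changes of transcripts than the difference between the lines did, and the responses of the lines were correlated. It called 283 of 457 genes in WT cells (134 higher, 149 lower), 286 in KO cells (136 higher, 150 lower) and 264 in TG cells (124 higher, 140 lower). Ccna2, the cyclin that drives DNA synthesis and entry into mitosis, fell by 5.13 on the log2 scale in WT, by 4.77 in KO and by 5.45 in TG cells. Hist2h3b, a histone H3 gene expressed during DNA replication, dropped from 218140.2 ± 919 to 8764 ± 635 normalized counts in WT cells (SD, n = 2). Of the variance of log2 counts, 76.9% went with infection, 15.2% with the line, 5.53% with a difference between lines in their response and 2.39% with differences between replicates. The infection log2 fold changes of WT cells correlated with those of KO cells at r = 0.949 and with those of TG cells at r = 0.861 (Pearson, across 457 genes, which are not independent replicates). Within this shared response, the test of the difference itself (interaction, limma) called 25 genes for KO against WT (16 higher, 9 lower) and 96 for TG against WT (43 higher, 53 lower). Ddit3, which codes for the stress-induced transcription factor CHOP, rose more in KO (difference of log2 fold changes 2.20, SE 0.15) and in TG cells (2.23, SE 0.15) than in WT cells. Cd40, a co-stimulatory receptor, rose more in KO (1.44, SE 0.25) and Fas, a death receptor, rose more in TG cells (3.52, SE 0.49). These larger rises started from lower resting values: before infection Ddit3 was lower than in WT in KO (-2.50) and TG cells (-2.42), Cd40 in KO (-1.80) and Fas in TG cells (-3.62), where KO cells had fewer than 20 counts of Cd40 and TG cells fewer than 20 of Fas. After infection none of these differences was called: infected WT against KO cells gave 0.30 for Ddit3 and 0.36 for Cd40, and infected TG against WT cells -0.19 for Ddit3 and -0.10 for Fas. At a Benjamini-Hochberg adjusted p under 0.05, Ddit3 in infected WT against KO cells was called. For Dusp2, a phosphatase of MAP kinases, the log2 fold change on infection lay below that of WT cells in KO (-1.96, SE 0.38) and TG cells (-5.23, SE 0.38). TG cells held more Dusp2 than WT cells before infection (1.35) and less after it (-3.88). Without the trend of the variance along the mean, the counts of 25 and 96 were 6 and 45, and Fas in TG (limma adjusted p = 0.0258) and Dusp2 in KO cells (0.301) were lost. With quantile normalization Fas (limma adjusted p = 0.0218), Dusp2 in KO (0.165) and Cd40 in KO cells (0.0134) were lost. So were Dusp2 in KO cells with medians set equal (0.0190), with a robust fit (0.0597), in a rescaling without Tubb5 chosen after seeing the data (0.0274) or without any of 6 samples (0.0124 to 0.0361). Cd40 in KO cells was lost with a pseudocount of 20 (0.0350) or without KO replicate 2 or either infected KO replicate (0.0101 to 0.0145). Without 1 sample, the 25 became 16 (WT replicate 2), 15 (KO replicate 2), 12 (infected KO replicate 1) or 15 (infected KO replicate 2). From the profiles in the heatmap (Figure 4B), which were alike and changed comparably on infection, the paper proposes that disrupting Pdpn influences the transcriptional program of these macrophages only minimally.

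**Figure D1:**
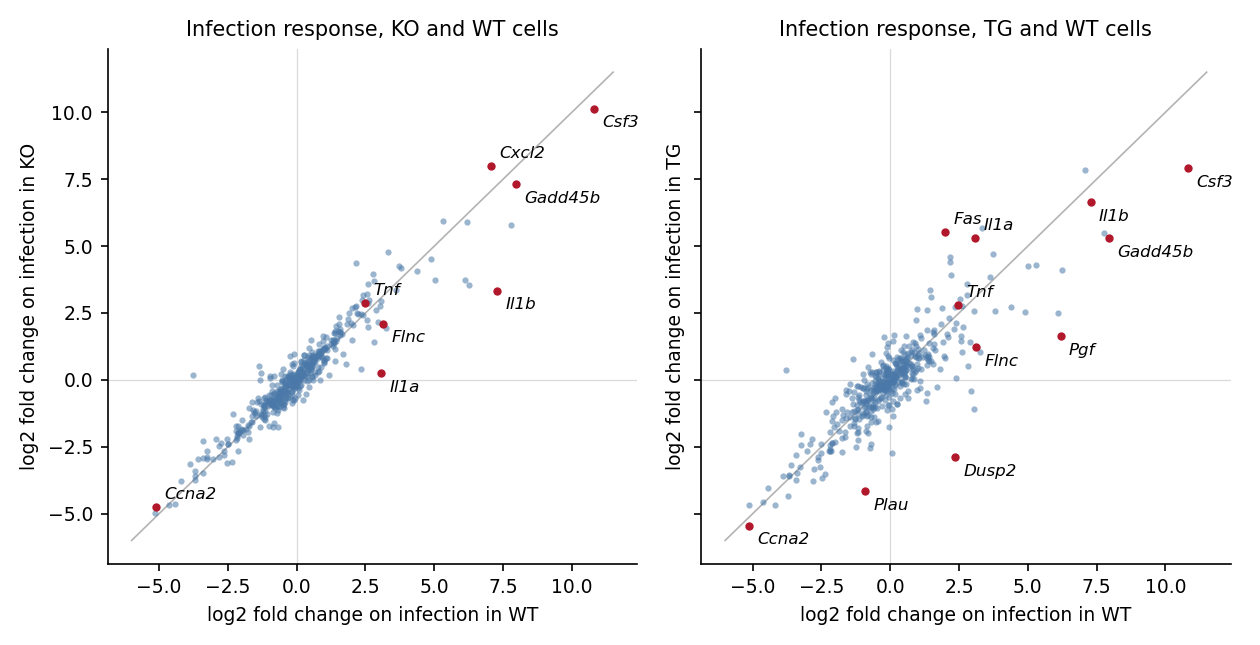
Log2 fold change of each of 457 genes on infection in KO cells (left) and TG cells (right), on the vertical axes, against that in WT cells on the horizontal axes; each point is a gene, the diagonal marks equal responses and red points with names are some of the genes named in the text, whether or not their responses differ. Points lie along the diagonal, more closely for KO (r = 0.949) than for TG (r = 0.861).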

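In WT cells the genes that rose most on infection code for secreted cytokines and growth factors and for feedback regulators of cytokine and stress signaling. Csf3, the granulocyte colony-stimulating factor, went from 3.4 ± 0.9 to 7838 ± 334 normalized counts (SD, n = 2), at least 392-fold. The neutrophil chemokine Cxcl2 went from 450.0 ± 48.2 to 60613 ± 4878 (SD, n = 2). Il6 rose at least 31.1-fold, the myeloid growth factor Csf2 at least 12.8-fold and Socs3, an inhibitor of JAK-STAT signaling, at least 35.9-fold. By log2 fold change the first 10 genes were Csf3 (10.81), Gadd45b (7.95), Il6 (7.78), Il1b, Cxcl2 (7.07), Csf2 (6.25), Pgf (6.19), Lif (6.11), Socs3 (5.30) and Vegfc (5.01). Lat, the adaptor of T cell receptor signaling, was at rank 13 (3.81, SE 0.27, at least 4.26-fold, limma adjusted p = 7.57e-12). Of 13 measured inflammatory cytokines and chemokines 12 rose and 0 fell (12 and 0 adjusted over the list alone, camera adjusted p = 9.61e-06, and adjusted p = 0.124 with an estimated correlation). The panel holds 22 genes of this list, of which the filter on counts kept 13. Csf3, Il6, Il1b, Csf2 and Lif were below 20 counts in resting WT cells, where a fall could hardly be seen. The excess of rises over falls, and with it the list test, is therefore partly set by the filter. Of 24 genes of NF-kB and toll-like receptor signaling 13 rose, among them the feedback inhibitor Tnfaip3 (2.80) and the NF-kB cofactor Nfkbiz (2.77), and 4 fell. The list had 14 and 4 genes adjusted over the list alone (camera adjusted p = 0.0270, and adjusted p = 0.551 with an estimated correlation). Csf3, Il6, Il1b, Csf2, Pgf, Lif and Socs3 started below 20 counts, so their order depends on the pseudocount.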

Among the top 10 upregulated genes following *H. pylori* infection in wild-type cells were cytokines for myeloid differentiation *Colony stimulating factor 2* and *3* (*Csf2, Csf3*), proinflammatory cytokines *interleukin*-*1β* (*Il1β*) and *Il6*, *chemokine C*-*X*-*C ligand 2* (*Cxcl2*), as well as signaling molecules *Suppressor of cytokine signaling 3* (*Socs3*) and *Linker of T cell activation* (*Lat*) (**Supplementary Figure S4A**, red dot cluster), indicating a robust immune response in the macrophages following *H. pylori* infection. 

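Infected KO and TG cells also raised cytokine genes and lowered genes of DNA replication and cell division. Csf3 rose at least 456-fold in KO and at least 55.4-fold in TG cells, and Cxcl2 rose by a log2 fold change of 8.00 and 7.85. Next among the largest rises in KO cells came Gadd45b (7.31), Socs3 (5.93) and Pgf (5.88). In TG cells Cd40 (5.68, at least 15.2-fold), Fas (5.52, at least 8.96-fold) and Il23a (4.59, at least 8.32-fold), a subunit of interleukin-23, ranked among the first 10. Inflammatory cytokines and chemokines rose in 9 of 13 (KO) and 10 of 13 (TG), with 0 lower (camera adjusted p = 0.000466 and 4.56e-05, and adjusted p = 0.139 and 0.125 with an estimated correlation). The filter favors rises over falls in these lines as well, since members such as Il1b were near background at rest. NF-kB and toll-like receptor genes rose in 16 of 24 and fell in 3 in each of these lines (camera adjusted p = 0.00281 and 0.000168; adjusted p = 0.329 and 0.220 with an estimated correlation). Of 19 mitotic and cell cycle regulators, 18 fell in WT, 17 in KO and 19 in TG cells (camera adjusted p = 2.37e-06, 8.79e-07 and 1.34e-07; adjusted p = 0.124, 0.139 and 0.125 with an estimated correlation). Top2a, the topoisomerase of dividing cells, fell by 4.20, 3.77 and 4.66. Of 14 genes of the DNA replication machinery, 12, 13 and 11 fell (camera adjusted p = 0.000377, 0.000255 and 0.000146; adjusted p = 0.124, 0.139 and 0.125 with an estimated correlation). The helicase subunit Mcm7 fell by 3.27, 2.96 and 3.25. Of 18 genes of homologous recombination and the Fanconi anaemia pathway, 15, 14 and 14 fell (camera adjusted p = 0.000471, 0.000466 and 0.000734; adjusted p = 0.124, 0.139 and 0.146 with an estimated correlation). Adjusted over the list alone, 18 mitotic regulators fell in KO and 12 replication genes in TG cells. The other counts of falls in these 3 lists were unchanged.

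**Figure D2:**
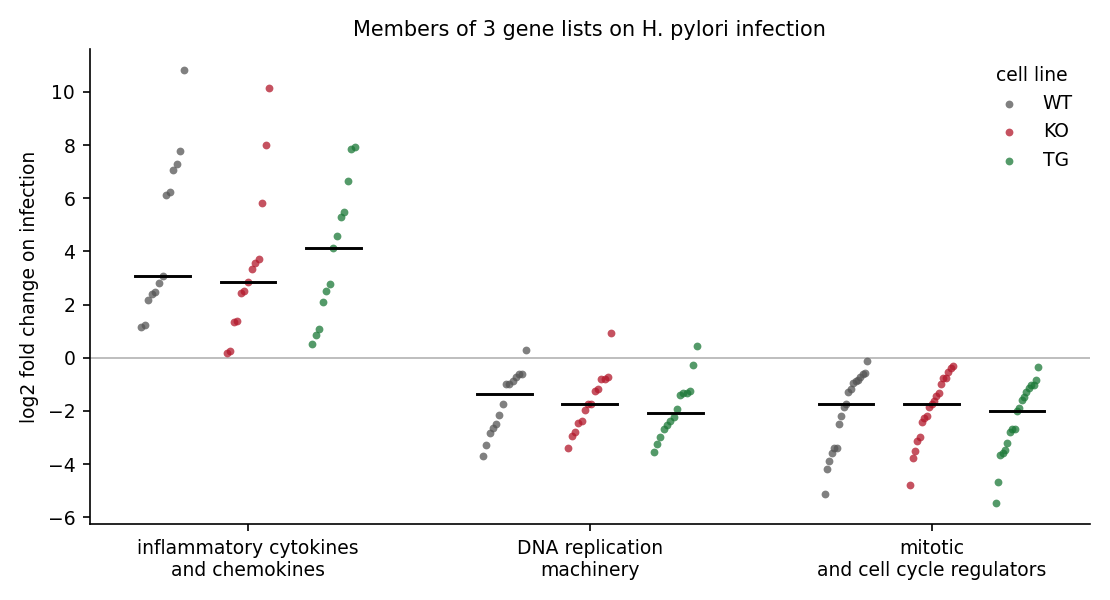
Log2 fold change on infection (vertical axis) of each measured gene of 3 lists in WT, KO and TG cells; each point is a gene and the black bar is the median of the list. The medians of the inflammatory list are 3.08, 2.86 and 4.12, those of the replication list -1.36, -1.74 and -2.07 and those of the mitotic list -1.75, -1.73 and -2.00.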

A similar pattern is observed in KO and TG groups following infection (**Supplementary Figures S4B, C**). Venn diagrams also depict most of the differentially expressed genes (log_2_ fold change > 2 or <−2) following infection for KO and TG groups, which were in common to that of WT (**Figure 4C**).

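The genes that changed most on infection were largely common to the lines. A log2 fold change above 2 was reached by 45 genes in WT, 47 in KO and 36 in TG cells. In all 3 lines 27 genes reached it, and of the 45 genes of WT cells 39 did so in KO and 28 in TG cells. The 27 include the cytokines Csf2, Csf3, Il1b, Il6, Il23a, Lif, Osm and Tnf, the inhibitors Socs3 and Tnfaip3, and Myc. Below -2 lay 44 genes in WT, 34 in KO and 46 in TG cells. In all 3 lines 30 did so, and of the 44 of WT cells 32 did so in KO and 36 in TG cells. The 30 include genes of DNA replication and repair (Mcm5, Pold1, Rfc4, Brca1), the mitotic kinase Ttk and Csf1r, the receptor of macrophage colony-stimulating factor. These counts follow a threshold on the log2 fold change without a test, and genes close to 2 change sides with small shifts.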

Despite similar expression changes across all cells following infection, we noted that *Il1β* was missing from the list of top 10 upregulated genes of the activated *Pdpn*-KO cells (**Supplementary Figure S4B**, red dot cluster), but retained in *Pdpn-*TG cells (**Supplementary Figure S4C**, red dot cluster). 

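Il1b, the gene of interleukin-1β, responded to infection in all 3 lines, and least in KO cells. Its log2 fold change was 7.28 in WT (rank 4 of 457 genes), 3.33 in KO (rank 20) and 6.64 in TG cells (rank 3), each with an SE of 0.29. The KO response passed the test as well (limma adjusted p = 5.47e-10). Ahead of it in KO cells stood cytokine genes such as Il6 (5.80) and regulators of signaling such as Dusp5 (4.52), another MAP kinase phosphatase, and the integrin gene Itgb7 (4.24). All samples of resting cells had fewer than 20 counts of Il1b, so these log2 fold changes depend on the pseudocount.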

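Il1b responded less to infection in KO cells than in WT cells. A smaller response of Il1a in KO cells did not pass the threshold, and neither gene differed by the test between TG and WT cells. For Il1b the log2 fold change of KO cells lay 3.94 below that of WT cells (difference -3.94, SE 0.41, interaction, limma adjusted p = 1.1e-06), whereas TG and WT cells differed by -0.64 (SE 0.41, adjusted p = 1). For Il1a the difference was -2.82 for KO against WT (SE 0.66, limma adjusted p = 0.0202, past 0.05 and not past 0.01) and 2.21 for TG against WT (SE 0.66, adjusted p = 0.0558). A larger pseudocount of 10 brought the Il1a difference for KO to -2.01 and past 0.01 (limma adjusted p = 0.000151). Without the trend of the variance the Il1b difference no longer passed 0.01 (limma adjusted p = 0.0120). The size of the Il1b difference depends on resting counts near background and on the pseudocount. Among infected cells alone, WT exceeded KO cells by a log2 fold change of 2.91.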

Normalized log_2_ fold changes highlighted expression of *Il1β* and *Il1α* in sharp “V” trendlines, reflecting lower expressions in activated *Pdpn*-KO compared to both WT and *Pdpn*-TG cells (**Figure 4D**, red and blue lines). 

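Tnf, the gene of tumor necrosis factor, rose in each line, by a log2 fold change of 2.47 in WT, 2.86 in KO and 2.79 in TG cells (SE 0.09 each), or 5.54-fold, 7.25-fold and 6.91-fold by the ratio of mean counts. The responses of KO and WT cells differed by 0.39 (SE 0.13, interaction, limma adjusted p = 0.234) and those of TG and WT cells by 0.32 (SE 0.13, adjusted p = 0.312), neither past the threshold of 0.01. With Benjamini-Hochberg adjustment in place of Benjamini-Yekutieli, the adjusted p values of these differences (limma) were 0.0349 and 0.0466, past 0.05.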

Other genes, for example, *Tumor necrosis factor* (*Tnf*) exhibited rather equivalent level of fold changes across three comparison groups (**Figure 4D**, green line).

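Transcripts of Il1b were close to the background of the assay before infection, with means of 3.4 ± 0.5 normalized counts in WT, 7.9 ± 0.2 in KO and 5.0 ± 1.1 in TG cells (SD, n = 2). The negative control probes gave similar numbers, but their counts do not appear to be normalized, so this is a rough comparison. After infection, the replicates of WT cells held 796 and 574 counts and those of TG cells 799 and 434, at least 34.2-fold and at least 30.8-fold above 20 counts. The SD of the infected TG replicates, 258 counts, is larger than the difference between the means of the infected WT and TG cells.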

The mRNA transcripts of *Il1β* were undetectable (<10 counts) in resting macrophages but were drastically increased to 684.8 ± 110.7 and 616.6 ± 182.3 counts in the activated wild-type and *Pdpn-*TG cells, respectively (**Figure 4E**). However, in *Pdpn-*KO cells, *H. pylori*-mediated expression was merely 93.4 ± 27.8 counts, approximately sevenfold lower than that of wild-type and *Pdpn*-TG cells. Similarly, transcription of *Il1α* was greatly augmented to 66.5 ± 11.0 and 119.1 ± 11.4 counts in wild-type and *Pdpn-*TG cells post-infection (**Figure 4F**), but not in *Pdpn-*KO cells. In contrast, no drastic changes were observed in the transcript levels of tumor necrosis factor (*Tnf*) across all cells post-infection (**Supplementary Figure S5A**). 

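Several other cytokine genes besides Il1b were lower in infected KO cells. Infected KO cells held 93.3 ± 39.3 normalized counts of Il1b (SD, n = 2), 7.34 times fewer than infected WT cells (log2 fold change of WT against KO 2.91, SE 0.29, limma adjusted p = 2.52e-07). They held 6.61 times fewer than infected TG cells (2.71, SE 0.29, limma adjusted p = 1.37e-07). Of 13 inflammatory cytokines and chemokines, 8 were higher in infected WT than in infected KO cells and 0 lower (camera adjusted p = 0.000692, and adjusted p = 0.235 with an estimated correlation). Among them were Csf2 (6.78-fold), Lif (4.93-fold) and Il15 (2.85-fold). Csf2, Lif and Il15 each missed 0.01 without the trend of the variance, without infected WT replicate 1 and without infected KO replicate 2 (limma adjusted p from 0.0104 to 0.231), and Lif and Il15 also with the medians set equal, with quantile normalization and in a rescaling without Tubb5 chosen after seeing the data, and Lif without either infected replicate of WT or KO cells.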

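Il1a, the gene of interleukin-1α, followed infection in WT and TG cells; in KO cells a response was not detectable at this depth. Infected WT cells held 66.6 ± 15.7 normalized counts, infected TG cells 119 ± 44.5 and infected KO cells 7.9 ± 4.7 (SD, n = 2), against 7.2 ± 3.1, 2.2 ± 1.6 and 6.0 ± 1.6 in resting WT, TG and KO cells. The rise was at least 3.33-fold in WT (log2 fold change 3.08, SE 0.46, limma adjusted p = 8.96e-06) and at least 5.96-fold in TG cells (5.29, SE 0.46, adjusted p = 6.09e-10), while the log2 fold change in KO cells was 0.26 (SE 0.46, adjusted p = 1). Infected WT cells exceeded infected KO cells by a log2 fold change of 3.02 (at least 3.33-fold, limma adjusted p = 8.45e-05) and infected TG cells did so by 3.82 (at least 5.96-fold, adjusted p = 1.01e-06). The sign of the value in KO cells is not fixed: it was -0.32 with quantile normalization and -0.32 without infected KO replicate 2. The difference between infected WT and KO cells no longer passed 0.01 without infected KO replicate 1 (limma adjusted p = 0.0117) or without the trend of the variance (adjusted p = 0.0226).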

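Infected cells held many transcripts of Tnf in each of the 3 lines, 4288 ± 117 normalized counts in WT, 3749.6 ± 82.9 in KO and 4801 ± 311 in TG cells (SD, n = 2), from 774 ± 61.5, 517 ± 65.4 and 695 ± 62.2 in uninfected cells. Among infected cells the log2 fold change of Tnf was 0.19 for WT against KO (SE 0.09, limma adjusted p = 0.720), 0.36 for TG against KO (SE 0.09, adjusted p = 0.0129) and 0.16 for TG against WT (SE 0.09, adjusted p = 0.931). Before infection KO cells held less Tnf than WT cells (log2 fold change -0.59, SE 0.09, limma adjusted p = 7.61e-05). That call was lost without KO replicate 2, without the trend of the variance, with the medians set equal and with quantile normalization (limma adjusted p from 0.0105 to 0.102). The difference between infected TG and KO cells passed 0.01 with a pseudocount of 10 or 20, with either scaling alternative and without either uninfected KO or TG replicate or infected WT replicate 1 (limma adjusted p from 0.00515 to 0.00945), as it did in a rescaling without Tubb5 chosen after seeing the data. That between infected TG and WT cells did so with quantile normalization (0.54, limma adjusted p = 0.00387), and that between infected WT and KO cells was -0.057 with quantile normalization.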

Production of pro-IL-1β and TNFα was verified by using ELISA (**Figure 4G**, **Supplementary Figure S5B**). Concentration of pro-IL-1β in cell lysate increased at two- to threefold in the activated WT and *Pdpn-*TG cells, while no such increase was detected in *Pdpn-*KO cells, in accordance with the mRNA transcript level (**Figure 4G**).

### Pdpn Regulates the Transcriptional Expression of Filamin C Actin-Binding Protein

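Some genes of NF-kB and JAK-STAT signaling had fewer transcripts in resting KO and TG cells than in WT cells, and after infection TG cells differed from WT cells in more genes than KO cells did. Uninfected KO cells differed from WT cells in 102 of 457 genes (14 higher, 88 lower). The DNA repair gene Mgmt was at least 3.68-fold lower, and Gadd45a (-1.84) and the CDK inhibitor Cdkn1a (-1.39), genes induced by stress and DNA damage, were lower on the log2 scale. Uninfected TG cells differed from WT cells in 114 genes (30 higher, 84 lower), with Prkca (1.71), a protein kinase C, and Pdgfa (1.48), a growth factor, higher and Fas (at least 2.38-fold) and Klf4 (-2.72) lower. Uninfected TG differed from KO cells in 65 genes (38 higher, 27 lower). Of 24 NF-kB and toll-like receptor genes 11 were lower and 0 higher in uninfected KO than in WT cells, and likewise 11 and 0 in TG cells (camera adjusted p = 0.000115 and 0.0104; adjusted p = 0.245 and 0.429 with an estimated correlation). Cd40 was at least 2.27-fold lower in each. Of 17 genes of JAK-STAT signaling and its feedback inhibitors, 9 were lower in KO and 6 in TG cells, with 0 higher (camera adjusted p = 0.0143 and 0.0307). The adjusted p was 0.147 and 0.306 with an estimated correlation and 0.0506 and 0.0787 without a filter, and for TG cells 0.0746 with quantile normalization and 0.0629 without WT replicate 2. After infection WT and KO cells differed in 60 genes (43 higher in WT, 17 lower). Notch1 (2.28, at least 3.02-fold) and Smad3 (1.35), a mediator of TGF-beta signals, were higher in WT, and the cell cycle kinase Wee1 (-1.43) was lower. Wee1 missed 0.01 in a fit of these groups alone (limma adjusted p = 0.0183). Notch1 missed it with either scaling alternative, in a rescaling without Tubb5 chosen after seeing the data, without the trend of the variance and without either replicate of uninfected WT, infected WT or infected KO cells (limma adjusted p from 0.0101 to 0.254). Infected TG and KO cells differed in 132 (60 higher in TG, 72 lower), with Tlr2 (2.16), a receptor of bacterial lipoproteins, higher in TG and Plau (-3.53), the urokinase, lower. Infected TG and WT cells differed in 133 (38 higher in TG, 95 lower), with the decoy receptor gene Il13ra2 at least 35.2-fold lower in TG. The split into higher and lower depends on the scaling: with medians set equal and with quantile normalization it was 27 and 50, and 29 and 33, for uninfected KO against WT. It was 44 and 70, and 48 and 56, for uninfected TG against WT, 27 and 35, and 26 and 30, for uninfected TG against KO, 25 and 25, and 21 and 27, for infected WT against KO, and 67 and 70, and 75 and 52, for infected TG against WT. Without 1 sample, the 102 became 51 or 56 (WT replicate 1 or 2) and 66 or 48 (KO replicate 1 or 2), and the 65 became 43 (KO replicate 2). The 60 became 37 (infected WT replicate 1), 35 (infected KO replicate 1) or 35 (infected KO replicate 2). Without the trend of the variance the 102, 65, 60, 132 and 133 were 35, 35, 10, 74 and 87.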

We then compared, in various pairwise combinations, the transcriptional outputs of knockout, transgenic, and wild-type cells in uninfected and *H. pylori*-infected contexts (**Figures 5A–D**). 

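Flnc codes for filamin C, a protein that crosslinks actin filaments. It was higher in TG than in KO cells before infection (log2 fold change 2.68, limma adjusted p = 2.85e-09) and after it (1.79, adjusted p = 1.20e-06), and in TG than in WT cells before infection (2.12, adjusted p = 6.83e-08). It was also higher in WT than in KO cells after infection (1.59, limma adjusted p = 2.50e-05). The SE was 0.22 in each comparison. KO and TG are single clones, so these p-values measure the spread of replicates within lines. Differences between clones are not measured by them. The difference between infected WT and KO cells lies near the volcano threshold of 1.5. It fell to 1.30 with quantile normalization (limma adjusted p = 0.0177, not past 0.01), and without the trend of the variance its adjusted p was 0.0318. By the authors' own p-values, adjusted over the genes tested here, Flnc missed 0.01 in each of the comparisons named above. With the t-test of the methods after Benjamini-Hochberg adjustment, Flnc missed the threshold of that test in each of them too. The lowest log2 fold changes of Flnc in these settings were 1.65 and 1.59.

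**Figure D3:**
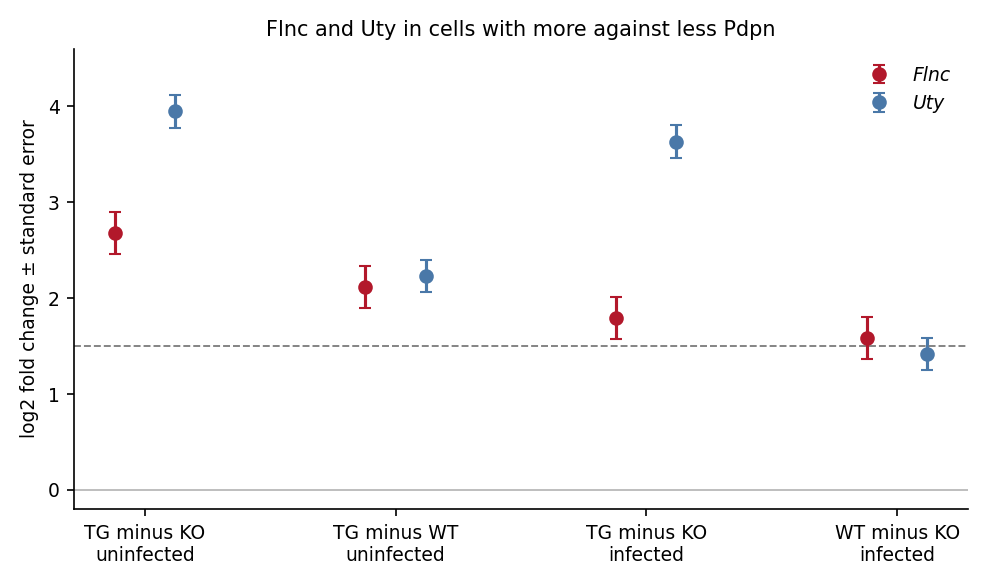
Log2 fold change of Flnc and Uty (vertical axis) in the 4 comparisons of Figure 5, which leave out infected TG against WT cells; points are limma estimates, error bars the SE and the dashed line a log2 fold change of 1.5. The estimates for Flnc run from 1.59 to 2.68 and those for Uty from 1.42 to 3.95.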

We were intrigued by the expression of a particular gene, *Filamin C* (*Flnc*), which was consistently greater in the high *Pdpn-*expressing cells compared to low/no *Pdpn-*expressing cells before (**Figures 5A, B**) or after *H. pylori* infection (**Figures 5C, D**). *Filamin C* encodes for an actin-binding protein essential for muscle movement (41) and is involved in actin cytoskeleton modulation (42). Given its actin regulation function, it is plausible that Filamin C is involved in macrophage migration *via* a Pdpn-dependent pathway. Comparison of normalized transcript counts showed a low expression of *Filamin C* in the absence of Pdpn (**Figure 5E**). 

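Resting WT and KO cells held few transcripts of Flnc. Uninfected KO cells held 20.9 ± 6.1 normalized counts and uninfected WT cells 31.7 ± 11.8 (SD, n = 2), whose replicates overlapped (25.2 and 16.6 against 40.1 and 23.4). The log2 fold change of KO against WT was -0.56 (SE 0.22, limma adjusted p = 0.298). These counts lie close to the background threshold of 20. After infection KO cells held 3.01 times less Flnc than WT cells and 3.47 times less than TG cells.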

Prior to infection, *Filamin C* was elevated by 4.3-fold in *Pdpn-*TG cells. 

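Uninfected TG cells held 137 ± 14.6 normalized counts of Flnc (SD, n = 2), 4.31-fold the mean of uninfected WT cells and 6.54-fold that of uninfected KO cells. Both replicates of TG cells, at 126 and 147 counts, lay above those of the other resting lines.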

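In WT cells Flnc rose on infection by a log2 fold change of 3.13 (SE 0.22, limma adjusted p = 7.00e-12), to 278 ± 44.0 normalized counts (SD, n = 2). In TG cells, where it was already high, it rose by 1.22 (SE 0.22, limma adjusted p = 0.000131), to 320.1 ± 31.9 counts, 2.34-fold the uninfected TG cells and 10.1-fold the uninfected WT cells. The replicates of infected TG and WT cells overlapped (0.21, SE 0.22, limma adjusted p = 1). The response of TG cells was smaller than that of WT cells by the test of the difference (-1.91, SE 0.31, interaction, limma adjusted p = 0.000134). Without the trend of the variance the rise in TG cells and its difference from that in WT cells missed 0.01 (limma adjusted p = 0.0242 and 0.0392).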

*H. pylori* infection resulted in an 8.7-fold and 10-fold upregulation of *Filamin C* from 31.7 ± 8.3 in resting WT macrophages to 278.3 ± 31.0 counts and 320.1 ± 22.5 counts in activated WT and *Pdpn-*TG macrophages. However, *H. pylori* infection-mediated *Filamin C* gene upregulation was relatively low, at merely threefold increment to 92.3 ± 12.9 counts in *Pdpn-*KO cells. 

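Flnc rose on infection in KO cells as well, by a log2 fold change of 2.11 (SE 0.22, limma adjusted p = 1.87e-08), 4.42-fold the mean of uninfected KO cells and 2.91-fold that of uninfected WT cells. The response of KO cells differed from that of WT cells by -1.03 (SE 0.31, interaction, limma adjusted p = 0.157), which does not pass the threshold of 0.01. With a pseudocount of 10 it did (-1.08, limma adjusted p = 0.00858).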

At the protein level, Filamin C protein was greatly decreased in *Pdpn-*KO and augmented in *Pdpn-*TG cells (**Figure 5F**), correlating with the RNA transcript data, suggesting dependency of Filamin C on the Pdpn signaling pathway.

**Figure 5:**
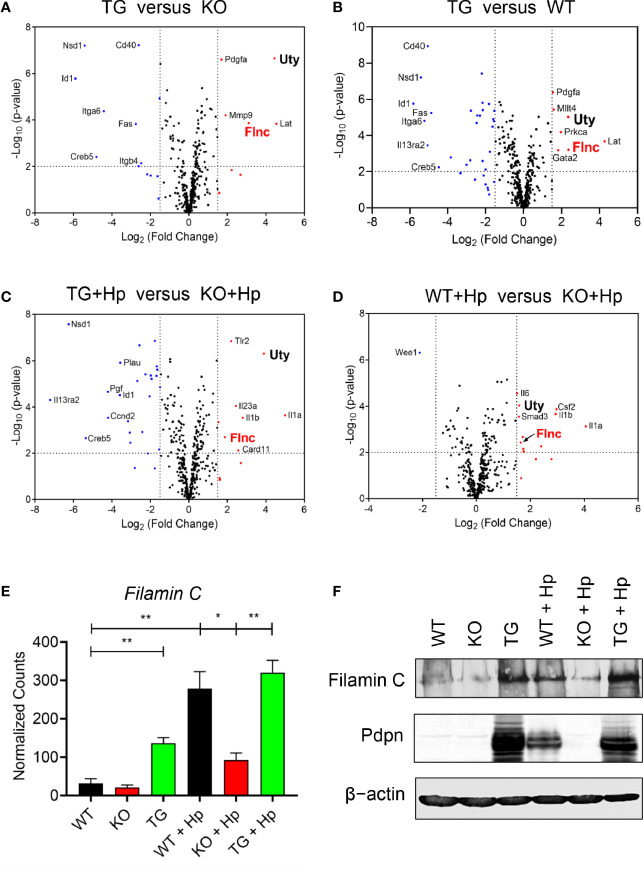
*Pdpn* regulates the expression of Filamin C. **(A–D)** Volcano plots showing differential gene expression in groups of wild type (WT), *Pdpn*-knockout (KO) and *Pdpn*-transgenic (TG) cells before and after *H. pylori* infection at MOI 10 for 24 h (as indicated by +Hp). Comparison was made between the group with a high *Pdpn* expression *versus* the group without or with a lower *Pdpn* expression, as follows: **(A)** *Pdpn*-TG *versus Pdpn*-KO; **(B)** *Pdpn*-TG *versus* WT; **(C)** Activated *Pdpn*-TG *versus* activated KO; and **(D)** Activated WT *versus* activated *Pdpn*-KO. Note that a gene *Filamin C* (*FlnC*) was repetitively shown in all four groups of comparison, indicating its consistent upregulation by high *Pdpn* expression. Vertically broken lines demarcate log_2_ (fold change) at >1.5 or <−1.5. Horizontally broken lines demarcate statistical significance (−log_10_ *p*-value > 2, or *p* < 0.01) by R-based program in nSolver Advanced Analysis 2.0 software. Significantly upregulated and downregulated genes were highlighted in red and blue dots, respectively. **(E)** Bar charts show normalized RNA transcript counts of *Filamin C* from NanoString analysis. Data are shown as mean ± *SD* of biological duplicate samples. Statistical significance by unpaired Student’s *t*-test (*p ≤ 0.05; **p ≤ 0.01). **(F)** Immunoblot analysis of Filamin C Cell lysate from the uninfected or *H. pylori* (MOI 10, 24 h)-infected WT, *Pdpn*-KO, and *Pdpn*-TG cells were examined. Membranes were probed with antibodies to Filamin C, Pdpn, and β-actin as loading control. Data shown are representative data of two independent experiments.

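At the thresholds of these plots (log2 fold change above 1.5, unadjusted p under 0.01), 6 genes were higher in uninfected TG than KO cells, 6 in uninfected TG than WT, 8 in infected TG than KO and 11 in infected WT than KO cells, and 7, 30, 24 and 0 were lower. Flnc was the 1 gene higher in all 4 comparisons, and 0 genes were lower in all 4. Infected TG against WT cells are not among the 4, and 0 genes were higher in the 4 and in this comparison too. The number was 0 with a pseudocount of 10 or 20, with the medians of the samples set equal, with quantile normalization, by the methods' t-test, and without infected WT replicate 1 or infected KO replicate 2. It was 2, with Uty, by the authors' own fold changes and p values and without infected WT replicate 2.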

*Ubiquitously transcribed tetratricopeptide repeat containing, Y-linked* (*Uty*) was also consistently greater in the high *Pdpn-*expressing cells compared to low/no *Pdpn-*expressing cells before (**Figures 5A, B**) or after *H. pylori* infection. 

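Uty lies on the Y chromosome and codes for a relative of the histone demethylase Kdm6a. Its normalized counts were 63.8 ± 0.9 in WT, 18.9 ± 3.3 in KO and 304 ± 33.1 in TG cells before infection, and 96.0 ± 11.3, 35.2 ± 0.2 and 448 ± 18.5 after it (SD, n = 2). It was higher in TG than in KO cells (log2 fold change 3.95 uninfected and 3.63 infected, limma adjusted p = 5.55e-15 and 8.05e-15), in TG than in WT cells (2.23 uninfected and 2.22 infected, adjusted p = 1.5e-10 and 1.7e-10) and in infected WT than in KO cells (1.42, SE 0.17, adjusted p = 4.47e-06). Uty was also lower in KO than in WT cells before infection (-1.71, SE 0.17, limma adjusted p = 6.31e-08). In that comparison Flnc in KO cells was at 0.66 times the WT mean and was not called. With a single clone for each modified line, the p-values of Uty do not measure differences between clones. An effect of Pdpn on Uty cannot be told apart from such differences here.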

*Uty* encodes for a histone demethylase enzyme although its significance in macrophage migration remains to be identified (43).

## Discussion

The present study reports that the *Pdpn* gene that encodes for a transmembrane molecule was significantly upregulated in macrophages ensuing *H. pylori* infections. In addition to *H. pylori*, stimulation by LPS or other gram*-*negative bacteria infection were found sufficient to trigger *Pdpn* expression in macrophages, as reported in the current (**Figure 1**) and previous studies (24). Pdpn can also be induced by TLR1/2 and TLR2/6 agonists in addition to LPS (24); however, it is still unclear if other *H. pylori* virulent factors such as CagA can trigger its expression. Using the *Pdpn-*knockout cell model generated in the present study, we discovered that phagocytosis and bactericidal activities were not perturbed. Although a previous study reports that a subset of *Pdpn-*expressing macrophages are highly phagocytic (26), our data using knockout cell model rectify that there is no direct role of *Pdpn* in phagocytosis activity. Rather, we anticipate that high phagocytic activity in *Pdpn-*expressing cells is a consequence of aggressive cell movement directed towards the bacteria, as cell migratory activity was significantly attenuated in *Pdpn-*disrupted cells. Furthermore, we also report impeded filopodia protrusion following *Pdpn* deletion and extensive branched filopodia when *Pdpn* was ectopically overexpressed. Despite diminished filopodia, *Pdpn-*deleted cells demonstrated lamellipodia formation. Filopodia extend beyond lamellipodia and control effective directional cell movement (44). Filopodia and lamellipodia utilize different modes of actin polymerization assembly. For instance, depletion of capping protein results in loss of lamellipodia but extensive filopodia protrusion, whereas Ena/VASP deficiency resulted in membrane ruffling without filopodia (45). Mechanistically, our findings highlight that the defective cellular migration in the absence of *Pdpn* is attributable to a consequence of altered *Filamin C* expression. We anticipate that Pdpn may promote *Filamin C* transactivation through activating RhoGTPase signaling pathway, but further investigation is required to confirm this notion (10). This study adds novel knowledge to the mechanism and function of Pdpn, on top of the previous reports that credited its role predominantly to its extracellular interaction with Clec2 (13).

As implicated in the migration and would healing assays, motility was significantly impaired in *Pdpn-*KO and *Pdpn-*KD/TC cells as a result of diminished filopodia elongation. Filopodia formation is important to control directional cell movement. The involvement of Pdpn in migration has been established using non-immune cells such as mouse embryonic fibroblasts and cancer cells (8, 46–48). Our findings extend its role in regulating migration of immune cells. Interestingly, a previous study that relates Pdpn to dendritic cells motility suggests a model that is close to cancer metastasis, in which binding of Clec2 on dendritic cells to Pdpn on the stroma network activates actin rearrangement and promotes movement of dendritic cell in the lymphatic system (17). Since *in vitro* knockout setting was utilized in the current study, we suggest that Pdpn regulating macrophage migration is independent of external interaction with Clec2. Rather, our findings highlight an association between Pdpn with Filamin C, a member of actin-crosslinking protein family that stabilizes and links actin web to the cell membrane (49). Patients with mutated *Filamin C* gene demonstrate high incidence of cardiomyopathy (50). Filamin C maintains the structural integrity of skeletal and cardiac muscles by interacting with the sarcomeric Z-disc (41, 51). Given that Pdpn is indispensable in heart development, we anticipate that Filamin C activity in cardiomyocytes is potentially dependent on Pdpn signaling, but further analysis is required to validate this notion. Notably, *H. pylori* infection promotes aggressive metastasis of gastric epithelial cells by downregulating Filamin C level (52). Filamin A, another family member of filamin, has been implicated in Rac1/Cdc42-mediated monocyte migration, but the role of Filamin C remains understudied (53). Our findings warrant further study to clarify its link with Pdpn during immune cell migration.

*H. pylori* is a class I carcinogen that causes gastric adenocarcinoma through prolonged colonization, triggering chronic inflammation and destruction of gastric epithelial layer, which can eventually lead to chronic gastritis and gastric adenocarcinoma in humans. The current study suggests a correlation of *Pdpn* expression with the degree of *H. pylori* infection-mediated inflammation, through regulation of IL-1β proinflammatory cytokine. Production of IL-1β was evidently impaired in *Pdpn-*KO while enhanced in *Pdpn-*TG cells, as outlined in **Figure 4**. Increased IL-1β production aggravates development of gastric cancer by repressing secretion of gastric acid and orchestrating inflammatory response (54). Hence, we anticipate that a Pdpn inhibitor could be applied to alleviate inflammation and cancer in *H. pylori*-infected patients. On the other hand, Pdpn-Clec2 axis between macrophages and platelets is responsible for the local inflammatory response in either the peritoneum or liver during *E. coli* infection (30, 55) as well as in acetaminophen induced acute liver injury (56). *Pdpn* is also expressed by primary microglial cells during inflammation in traumatic brain injury (57). Our results acquired through examination of *Pdpn*-knockout and *Pdpn*-transgenic models provide evidence of Pdpn in controlling inflammatory diseases as its presence is essential for *IL-1β* cytokine expression and secretion.

Collectively, our findings suggest that Pdpn is crucial in regulating actin filament reorganization to enhance cell motility and filopodia extension, by altering Filamin C protein level. This study is limited by the employment of an *in vitro* infection model that may not accurately reflect the true complexity of host*–*pathogen interaction in an *in vivo* infection scenario. Nevertheless, this study opens up avenues for further research into clarifying the downstream mechanisms by which Pdpn modulates macrophage biology and suggests that Pdpn blockade may provide a new approach to relieve *H. pylori*-associated chronic inflammation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author Contributions

CYL and WFW conceived and designed the study. YYC, GMYT, KCF, CYQL, and YTC performed and analyzed the experiment. YYC and GMYT wrote the paper while YYC, GMYT, KCF, CYQL, HCC, and WFW reviewed and edited the paper. JV contributed reagents and tools. WFW and SA acquired funding. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Fundamental Research Grant Scheme FRGS/1/2019/SKK06/UM/02/4 (FP133-2019A) from the Malaysia Ministry of Higher Education to SA and a Young Investigator Fund (IF039-2017) from the Institut Mérieux, France to WFW. YYC is supported by a Doctoral Scholarship from the Malaysia Public Service Department (JPA).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Podoplanin Drives Motility of Active Macrophage via Regulating Filamin C During Helicobacter pylori Infection
**Source:** Front Immunol. 2021 Oct 11;12:702156. doi: 10.3389/fimmu.2021.702156
**Supplement:** Supplementary file 1

Supplementary Material

Podoplanin drives motility of active macrophage via regulating Filamin C during *Helicobacter pylori* infection

Yi Ying Cheok^1^, Grace Min Yi Tan^1,2^, Keith Conrad Fernandez^1,3^, Yee Teng Chan^1^, Chalystha Yie Qin Lee^1,4^, Heng Choon Cheong^1^, Chung Yeng Looi^5^, Jamuna Vadivelu^1^, Suhailah Abdullah^6^, Won Fen Wong^1^*

# Supplementary Figures

**
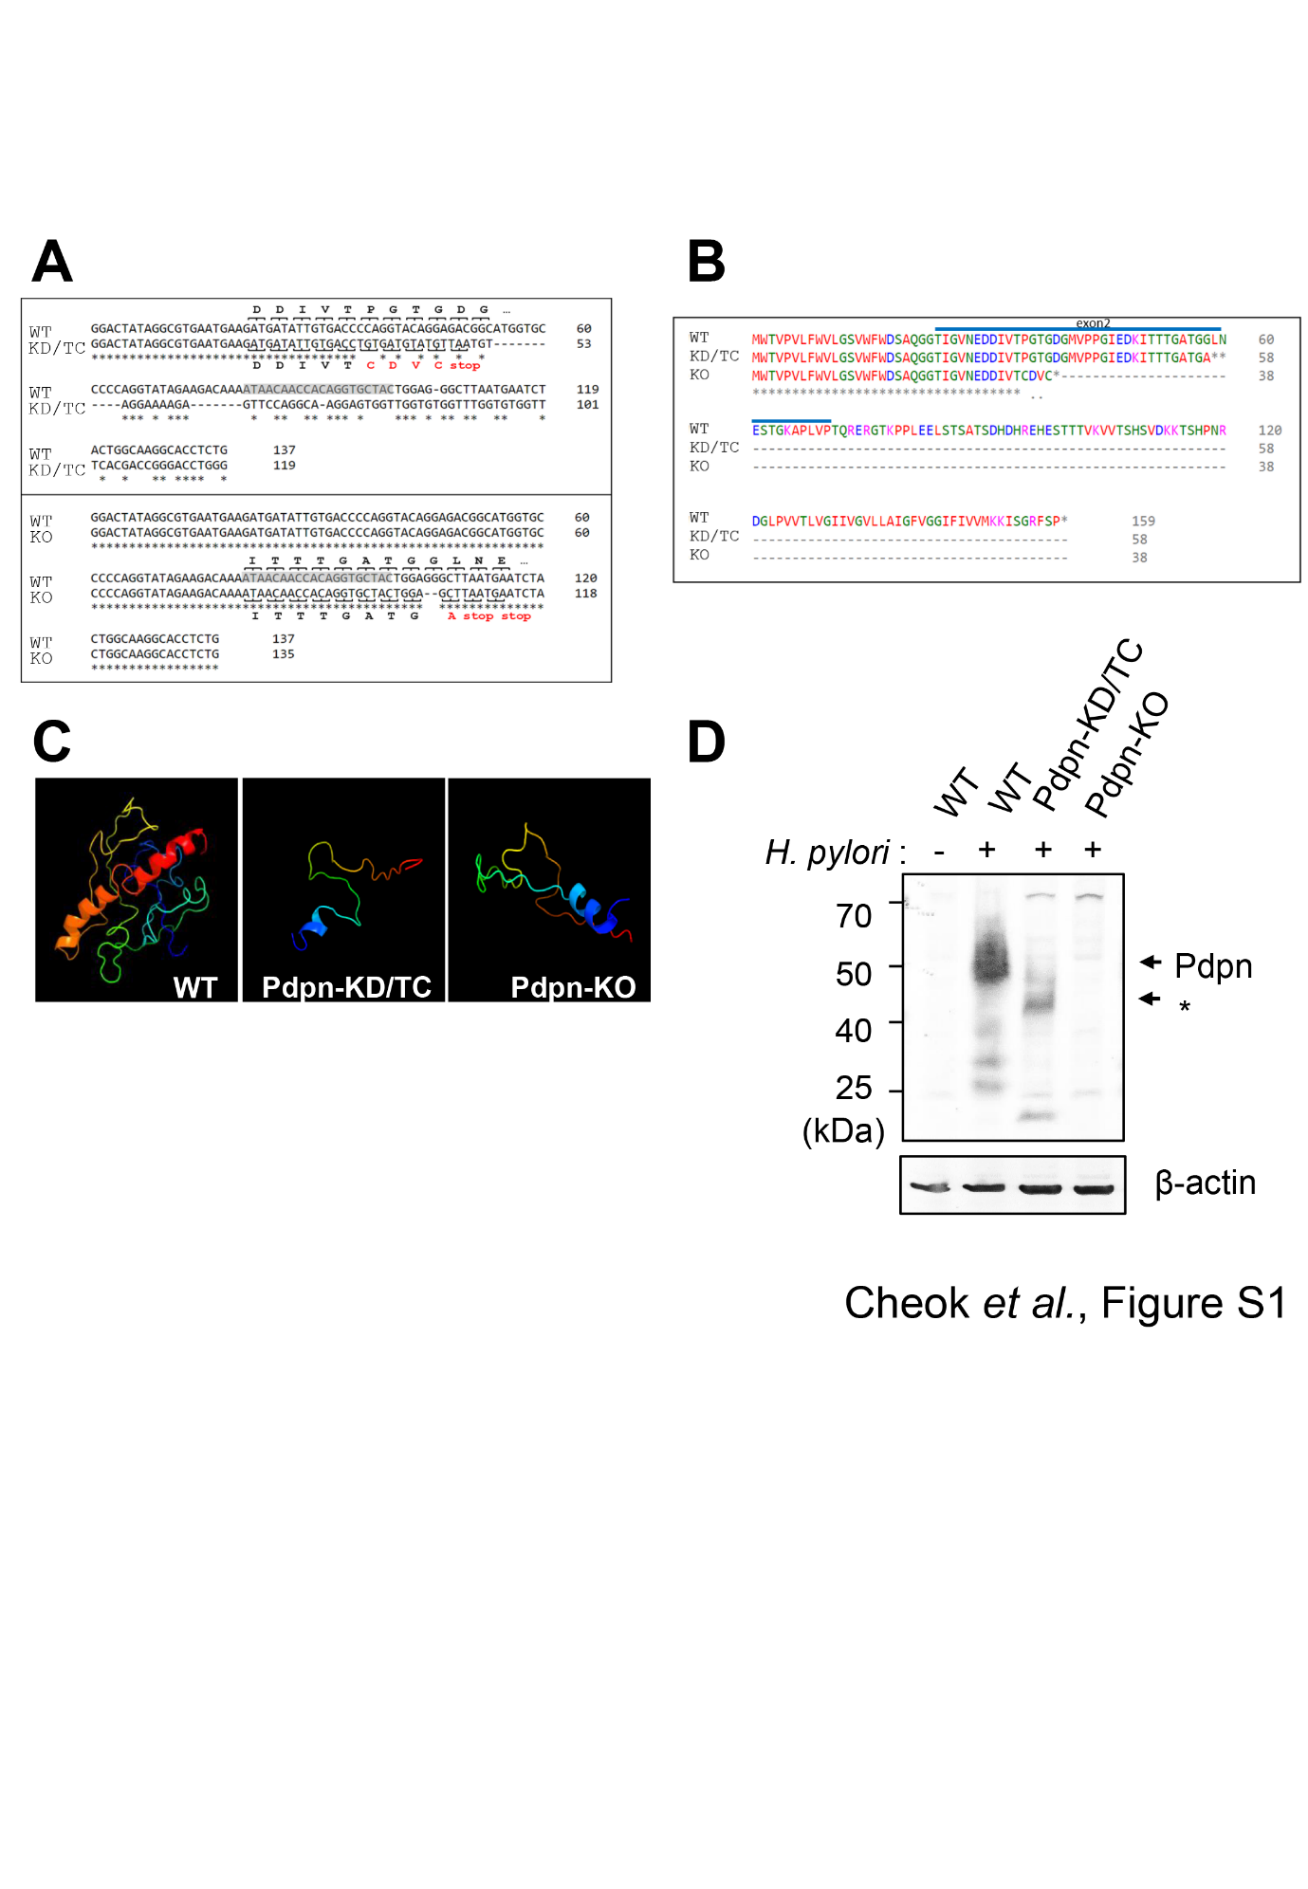
Supplementary Figure S1. Generation of Pdpn knockout cells via genome editing.**

**(A)** Sequencing alignment of the *Pdpn* exon 2 from wildtype (WT), *Pdpn*–KD/TC and *Pdpn*–KO mutant clones that were generated through CRISPR/Cas9 gene editing method by targeting a selected fragment (shaded region) in *Pdpn* exon 2. *Pdpn*–KD/TC was mutated from nucleotide 36 of exon 2 onwards, resulting in missense mutations in four amino acids followed by a TAA stop codon; while for *Pdpn*–KO, deletion of two guanines at positions 106 and 107 of exon 2 adjacent to the CRISPR target site resulted in a frameshift mutation that generated two tandem missense stop codons (TAA TGA) after the mutated site. Asterisks (*) show gene similarity between the WT and mutant clones. Amino acids and stop codons encoded by nucleotides adjacent to the mutated sites are as highlighted in red. **(B)** Multiple alignment of the Pdpn protein from parental wildtype (WT) RAW264.7 cells, Pdpn–knockdown/truncated (KD/TC) and Pdpn–knockout (KO) stable clones. The genetic changes caused an early protein truncation beginning at the 39th and 59th amino acid (aa) residues in respective mutant clones. Blue line indicates the amino acids encoded by the exon 2 region. Asterisks (*) represent similarity between the WT and mutant clones. **(C)** Three-dimensional protein structure prediction of wildtype and mutant clones by Phyre 2.0 software. Both *Pdpn*–KD/TC and *Pdpn*–KO clones showed altered protein structures with missing alpha helix structure at N–terminal region, indicating loss of function. Rainbow color gradient: red indicates the N–terminal while blue indicates C–terminal of protein. **(D)** Immunoblot verification of Pdpn protein level in mutant clones. Stable clones were established following CRISPR/Cas9 editing. Pdpn protein was induced after 24 hours stimulation with *H. pylor*i at an MOI of 10. Pdpn induction were suppressed at ~70% and > 99% in the two selected clones, *Pdpn*–KD/TC and *Pdpn*–KO, respectively. Anti–Pdpn was used for detection and β–actin as loading control. Asterisk (*) represents truncated form was detected in *Pdpn*–KD/TC. Ladder indicates molecular weight, kDa: kiloDalton.

**
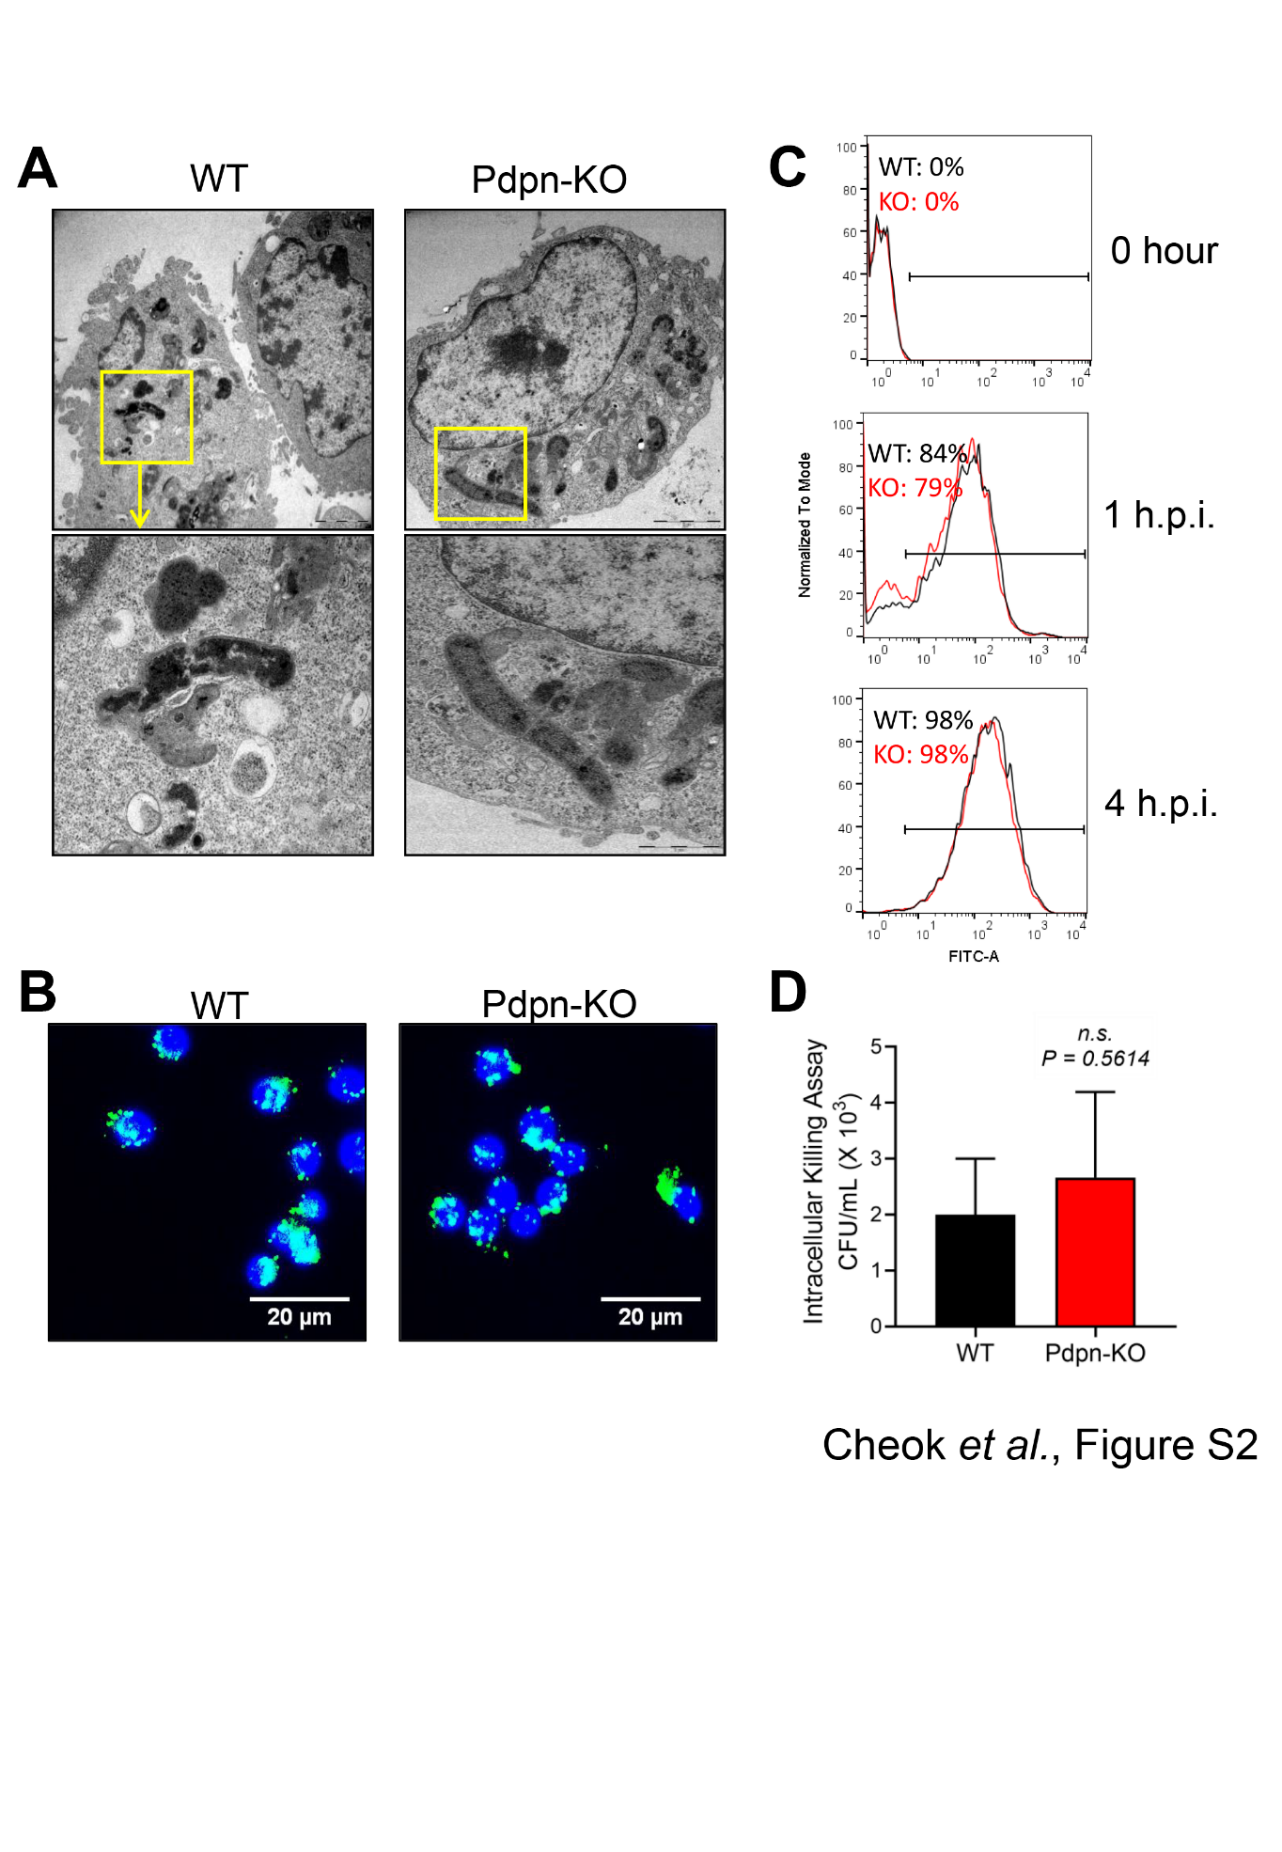
**

**Supplementary Figure S2. Phagocytosis and bactericidal activities in *Pdpn***–**KO cells.**

**(A)** Representative images from transmission electron microscope. Wildtype (WT) or *Pdpn*–KO cells were infected with *H. pylori* SS1 at MOI 10 for 24 hours before fixation. Curved bacillary, dense structures represent *H. pylori* internalized into cell phagosomes as indicated. Scale bars represent 2 µm, or 500 nm after magnification. **(B)** Internalization of FITC–labelled *H. pylori*. Flow cytometry histogram indicates FITC intensities of wildtype (WT) and *Pdpn*–KO after bacteria uptake, before (mock) and after *H. pylori* infection (MOI 1) for 1 or 4 hours. Percentages of FITC–positive cells in the gates applied were as indicated. Red lines represent *Pdpn*–KO; black line represent WT cells. **(C)** Representative immunofluorescent images of *H. pylori* (MOI 10, 24 hours) infected–wildtype and *Pdpn*–KO cells. Bacterial cells were labelled with FITC (green), nucleus was stained with DAPI (blue), and viewed under a fluorescent microscope. Scale bars indicate 20 µm. **(D)** Intracellular killing assay. Bar chart represents the number of viable bacterial count after 24 hours incubation of *H. pylori* SS1 at MOI 10 in the wildtype (WT) or *Pdpn*–KO cells. Data are shown as mean ± *SD* representative of two independent experiments. *n.s.:* not significant by Student’s *t*–test.

**
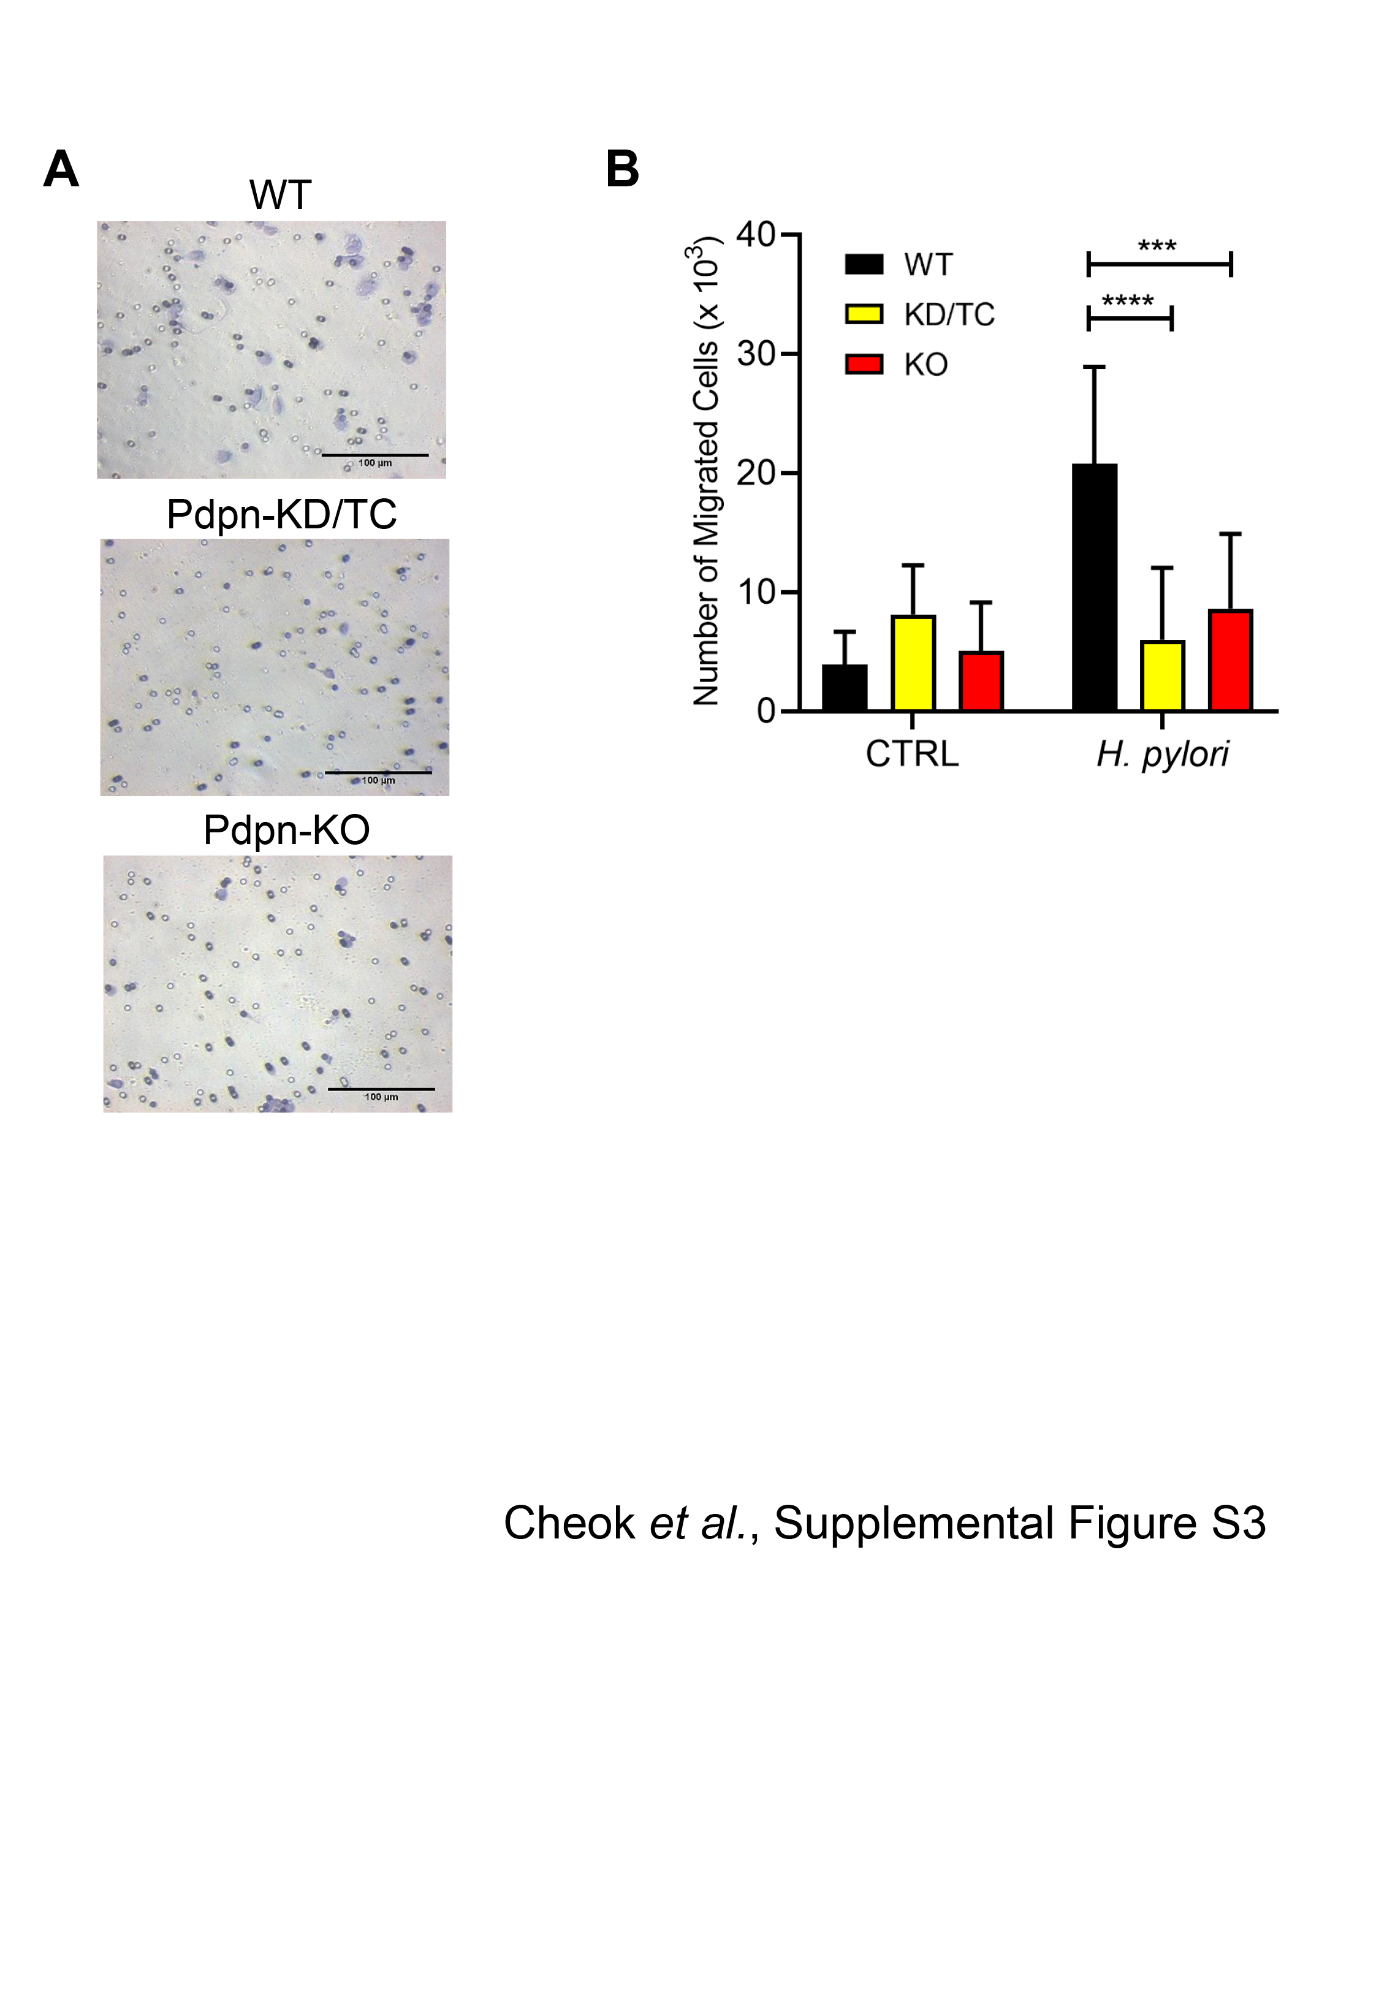
**

**Supplementary Figure S3. Migration assay using heat-inactivated *H. pylori*.**

**(A)** Representative images of migrated cells for wildtype (WT), Pdpn–KD/TC and Pdpn–KO cells in transwell migration assay. Cells seeded at upper chamber of 8 μm transwell insert were induced with heat-inactivated *H. pylori* (MOI 50:1) from the lower chamber and processed with crystal violet staining after 24 hours. Circles indicate the pores in the transwell. Scale bars indicate 100 μm. **(B)** Histogram shows number of migrated cells in transwell migration assay. Data was shown as mean ± SD from eight randomly selected fields of the transwell. Statistical significance was analyzed with two–way ANOVA test (F value: 12.48; Degree of Freedom: 42; ***P < 0.001, ****P < 0.0001).

**
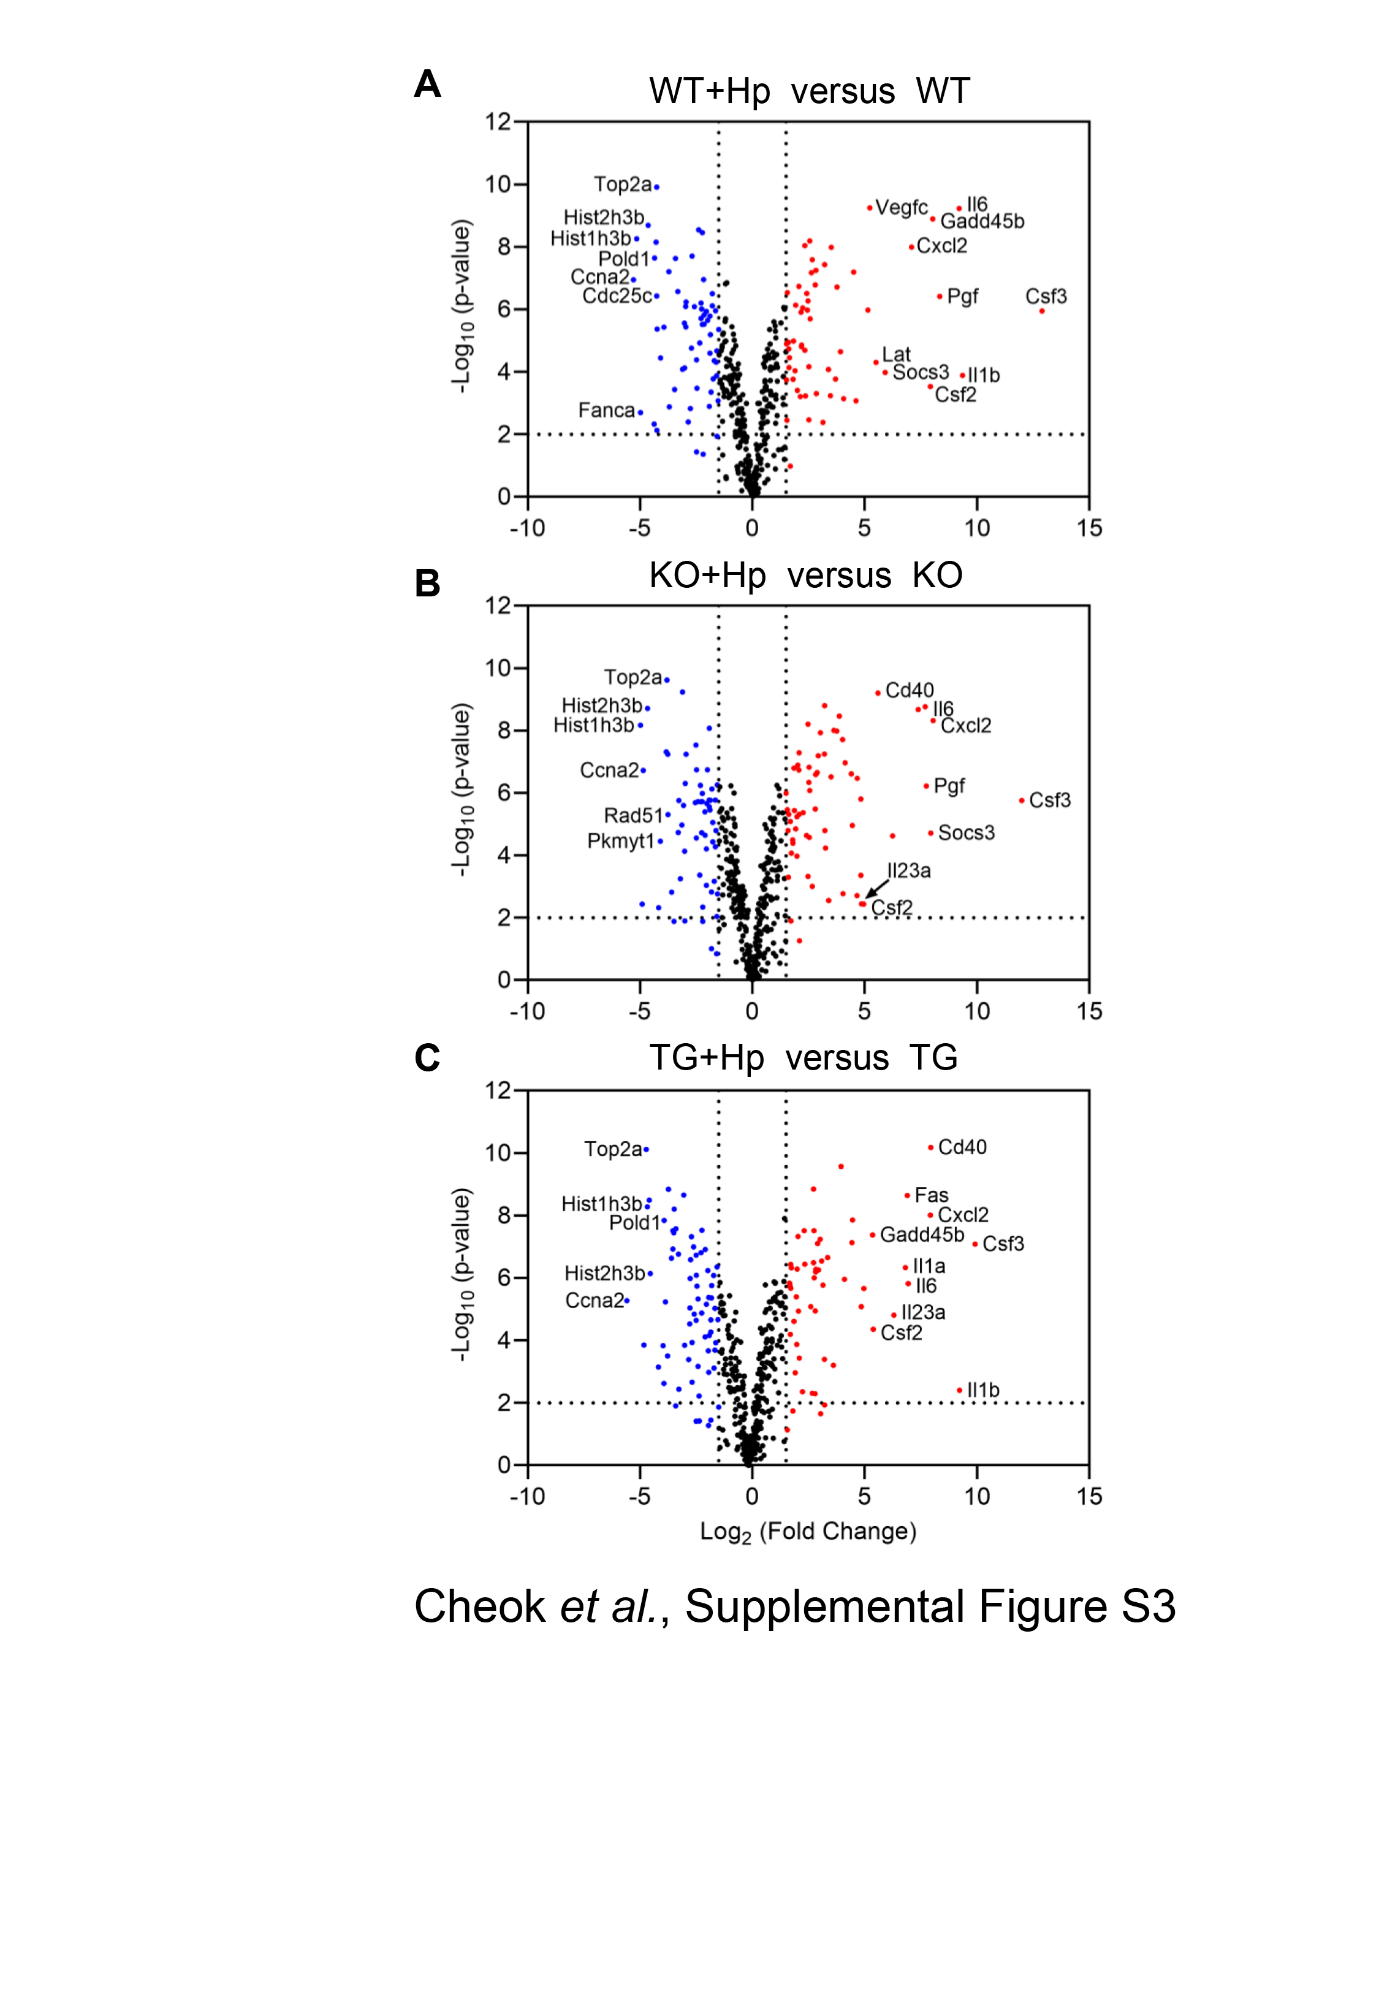
Supplementary Figure S4. Volcano plots for comparison between *H. pylori*–infected versus uninfected cells.**

Volcano plots show the comparison between *H. pylori*–infected versus uninfected **(A)** WT, **(B)** *Pdpn*–KO and **(C)** *Pdpn*–TG groups. Vertically broken lines demarcate log_2_ (fold change) at > 1.5 or < -1.5. 

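Beyond the lines at 1.5 and -1.5 and at an unadjusted p under 0.01 lay 118 of 457 genes in WT (59 higher, 59 lower), 118 in KO (61 higher, 57 lower) and 117 in TG cells (51 higher, 66 lower). Of the genes whose names the plots carry, 17 of 17 in panel A, 14 of 14 in panel B and 15 of 15 in panel C lay beyond them.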

Horizontally broken lines demarcate statistical significance (-log_10_ *P*–value > 2, or *P* < 0.01) by R–based program. Significantly upregulated and downregulated genes were highlighted in red and blue dots, respectively.

**
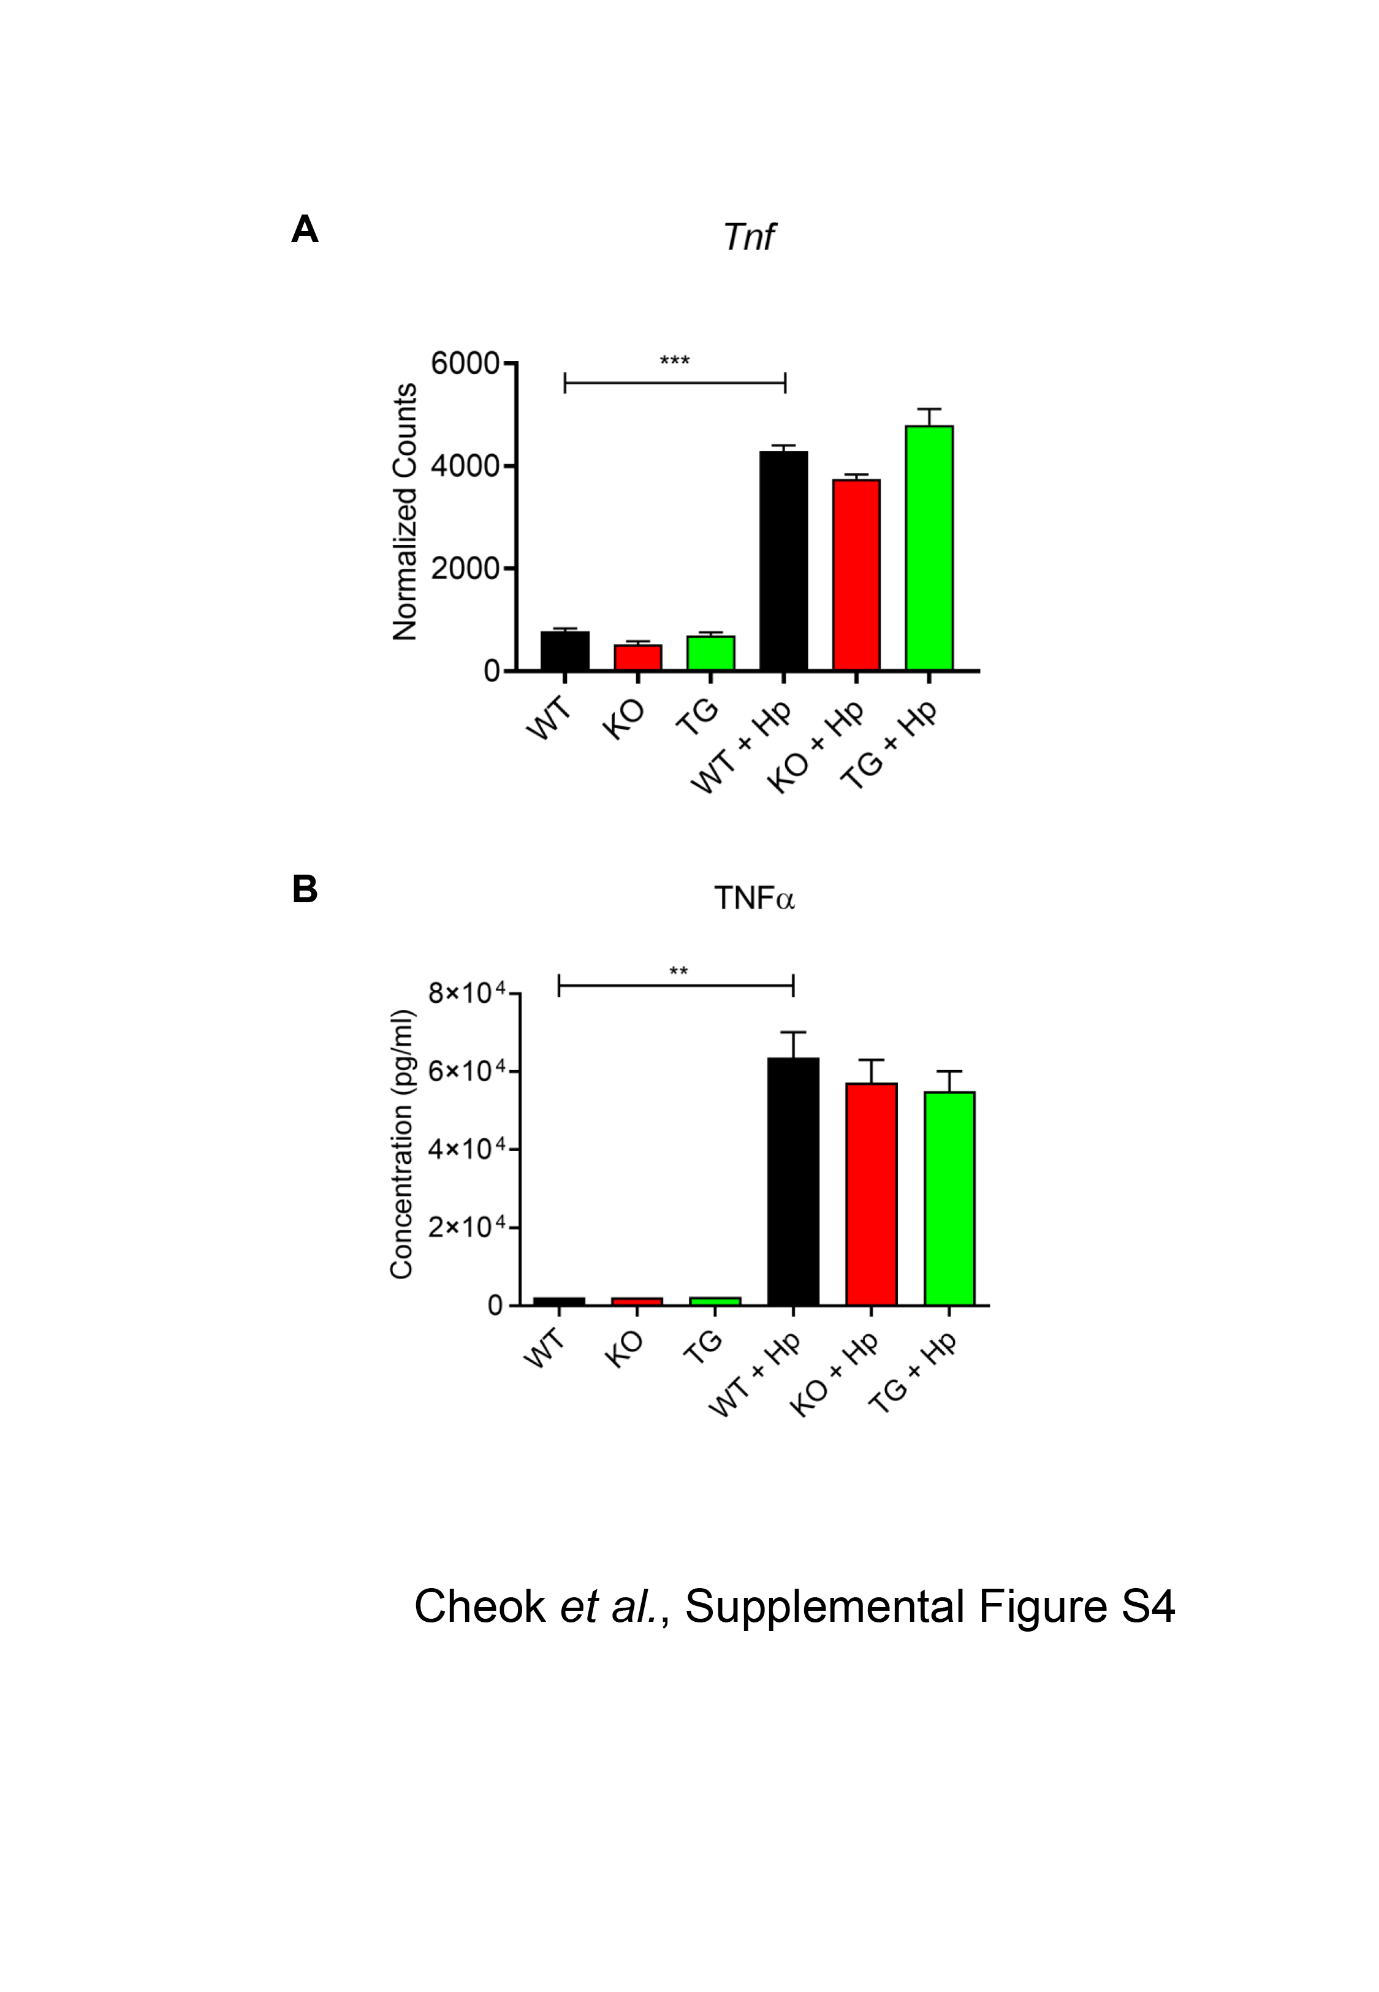
Supplementary Figure S5. TNFα protein secretion was unaffected in Pdpn expression.**

Wildtype (WT), *Pdpn*–knockout (KO) and *Pdpn*–transgenic (TG) cells, before and after *H. pylori* infection at MOI 10 for 24 hours (as indicated by +Hp). **(A)** Bar chart show normalized RNA transcript counts of *Tnf* from NanoString analysis. Data are shown as mean ± *SD* of duplicate samples. Statistical significance was analyzed with unpaired Student’s *t*–test (****P* ≤ 0.001). **(B)** Bar chart show ELISA analysis of TNFα production in cell lysate. Y axis represents cytokine concentrations in pg/ml. Data were shown as mean ± *SD* of duplicates obtained from representative of two independent experiments. Statistical significance by unpaired Student’s *t*–test (***P* < 0.01).

# Supplementary Video

**Supplementary Video S1. Disrupted cell migration capability following *Pdpn*–deletion.**

Wildtype and *Pdpn*–KO cells were seeded at > 90% confluency in 96 well plate. A scratch was subsequently introduced, and cell wound healing ability for both cells was recorded concurrently by NanoEntek JuLi BRD04 live cell imager every 5 minutes for 24 hours. Note that decreased ability of *Pdpn*–KO in migrating to the scratched area of lesser cell density compared to wildtype in would healing assay. *Pdpn*–KO appeared round morphologically, demonstrated limited motility and less formation of filopodia–like structures, when compared to wildtype cells. Data shown is representative of three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

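The data are NanoString nCounter counts of the mouse PanCancer Pathways panel from 12 samples of the mouse macrophage line RAW264.7: WT, Pdpn-KO and Pdpn-TG cells, uninfected or infected with H. pylori SS1 at a multiplicity of infection of 10 for 24 h, with 2 biological replicates per group and 100 ng of RNA per sample. The samples were mapped to the 6 groups by their labels. Raw data files of the single samples were not analysed here.

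The deposited value table holds signal values, which are normalized counts made by the authors before deposition, for 770 genes and 14 control probes. As the methods and labels state, the authors processed the counts in nSolver, corrected them with the positive and negative control probes and scaled them to the housekeeping genes; the methods give a mean under 10 counts as the limit for removing a gene, and the labels a threshold of 20 counts. The authors' tables of 10 comparisons hold log2 fold changes and p-values for 417 genes; they were used for gene names and for the alternative named after them. Before scaling, the columns of 7 of 12 samples could be brought back to whole numbers, so tests that need counts were not run on any of them.

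Gene names needed a correction. In a stretch of 70 rows of the value table, the log2 fold changes of 33 of 33 genes in the comparison tables come closest to those of another row (median difference 0.0135, against 1.18 for the row of their own name) and 0 to their own; outside it, 355 of 384 genes match best in their own row. The 33 rows were renamed after the comparison tables, Id1 by its groups with at least 20 counts only, since its match over all groups is poor (largest difference 1.15). Further, 3 rows of housekeeping genes kept their names, and 34 rows, whose gene is not given in the sources used here, stayed in the tests without a name. The stretch was found with a tolerance of 0.05 on the log2 scale, set after a looser setting had been seen. In 4 comparison tables the column of probe identifiers is sorted apart from the gene names and was not used.

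Genes with at least 20 normalized counts in at least 2 of 12 samples were tested, 457 in all, housekeeping genes included. log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 6 groups and 6 residual degrees of freedom (eBayes with a trend of the variance on the mean). The 11 comparisons were infection in each line, the lines against each other before and after infection, and the differences of the responses of KO and TG cells from that of WT cells (interaction). A gene is called at a Benjamini-Yekutieli adjusted p under 0.01, the adjustment that the methods name. Of 20 gene lists fixed before the data were examined, the 16 with at least 5 measured genes were tested with camera, with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment over the lists of a comparison and a threshold of 0.05; the background is the genes of a panel chosen for cancer pathways. With a correlation estimated from the data 0 of the 36 calls of camera remained.

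The genes named in the text are those the paper names for this assay, whose positions in its figures had been seen, the 10 called genes with the largest change each way in a comparison (with a mean of at least 20 counts in one group and no overlap of replicates), and examples from the lists; others are named as chosen after their values were seen. Where both samples of a group lie under 20 counts, the ratio of counts is a bound computed against 20, while log2 fold changes come from the fit and depend on the pseudocount. The samples share replicate numbers, but their residuals gave no sign of pairs: over 15 pairs of groups the correlations between replicates of 1 number ran from -0.113 to 0.0693. The samples were therefore treated as unpaired.

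Total normalized counts per sample were 799906 and 809063 in WT, 710613 and 768846 in KO, 745503 and 783954 in TG, 794143 and 864326 in infected WT, 642443 and 686373 in infected KO and 524744 and 570007 in infected TG cells; positive control probes gave 16073 to 25353 counts. Replicates correlated at 0.995 to 0.997 across genes. Their squared differences were on average 2.22 to 13.0 times those of counting noise. The medians of this ratio over genes were lower, 0.679 to 1.48, where counting noise alone gives a median below 1. In data simulated from these samples for infection in WT cells (20 runs, 200 of 457 genes changed), the test recovered 51.8% of changes of 0.5, 89.3% of 1, 99.2% of 2 and 99.8% of 3 on the log2 scale. It made 0.3 wrong calls per run among 257 unchanged genes. Camera called the shifted list in 20 of 20 runs and called 0 of 295 other lists as higher. The noise was drawn with the variances of the fit itself, so these rates do not test the variance model. The 200 changed genes were drawn from those above 20 counts in uninfected WT cells. The recovery rates therefore do not cover genes that start below 20 counts.

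Alternatives set before the data were examined were pseudocounts of 10 and 20, no filter and a filter of at least 20 counts in 6 samples, medians set equal, quantile normalization, limma without the trend, with a robust fit, or on the compared groups alone, the replicate number as a block, other adjustments and thresholds, the volcano rule of the paper, the methods' t-test, the authors' p-values, and leaving out each sample. Names as deposited, tests without the housekeeping genes and a rescaling to 19 housekeeping genes without Tubb5 were chosen after seeing the data.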

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

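The tests of explanations in this part were all chosen after the results had been seen.

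Genes whose response to infection differs between lines stand out by the test of that difference (limma, adjusted p under 0.01). For KO against WT these are 25 genes, with Il1b (-3.94), Dusp2 (-1.96) and Ddit3 (2.20); for TG against WT they are 96, with Flnc (-1.91), Dusp2 (-5.23), Pgf (-4.57), Il13ra2 (-4.13), Plau (-3.24), Csf3 (-2.89), Gadd45b (-2.65), Fas (3.52), Cd40 (2.35) and Ddit3 (2.23), each as the difference of log2 fold changes. For Ddit3, Fas and Cd40 the difference lies before infection, when TG cells had less than WT cells (-2.42, -3.62 and -2.97); after it TG cells were not called different (-0.19, -0.10 and -0.62), though Cd40 was with a pseudocount of 10 or 20 and in a fit of only the samples compared. Ddit3 in KO cells was likewise lower before infection (-2.50) and not called different after it. Without 1 sample, the 25 became 16 (WT replicate 2), 15 (KO replicate 2), 12 (infected KO replicate 1) or 15 (infected KO replicate 2). Without the trend of the variance, Il1b and Dusp2 (KO) and Flnc, Csf3 and Fas (TG) missed 0.01; so did Fas with quantile normalization, Csf3 with a robust fit, and Dusp2 in KO cells with a robust fit, with either scaling alternative and without WT replicate 2, either KO replicate, infected WT replicate 1 or either infected KO replicate.

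Nsd1, a histone methyltransferase gene the paper does not discuss, was lower in uninfected TG than in WT cells (log2 fold change -3.74, at least 2.48-fold). Tubb5, one of the 20 housekeeping genes of the panel, changed on infection in WT cells by a log2 fold change of -4.43. The geometric mean of the 20 housekeeping genes was 1272 and 1250 counts in the uninfected WT replicates and 1069 and 1053 in the infected ones. A last scaling to the geometric mean of all 20 would have made these equal. Whether the authors' scaling used Tubb5 among fewer genes is not known. The rescaling without Tubb5, chosen after seeing the data, moved the median log2 fold change of infection in WT cells by 0.028.

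Uninfected KO and WT cells, a comparison the paper does not report, differ in 102 genes (51, 56, 66 or 48 without WT replicate 1 or 2 or KO replicate 1 or 2). Of these, 47 were still called in the same direction with quantile normalization and 64 with the medians set equal, against at most 0 and 1 genes in simulations in which KO and WT cells differ by 1 scaling factor alone, which argues against the authors' scaling to housekeeping genes as the whole cause; for the 55 and 38 that lost their call the scaling may be part of the cause, as their median absolute log2 fold change went from 0.59 to 0.40 and from 0.52 to 0.34. A graded effect of the amount of Pdpn would put TG cells on the other side of WT cells, but 87.3% of the 102 genes lay on the same side of WT in KO and TG cells, against at most 68.5% in simulations. The values here alone cannot tell differences between separately grown clones from an effect of Pdpn in both directions. Each modified line is 1 clone, and the simulations did not model differences between clones. Both modified lines were grown from single sorted cells, as the methods state, and both are compared with the same WT samples. The shared side could thus also come from whatever sets the WT culture apart from both, which was not tested. The paper's own measurements found little Pdpn in uninfected WT cells, which leaves little for the KO to remove. That argues against an effect of Pdpn in both directions, though the tables hold no Pdpn values.

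Mitotic and cell cycle regulators, which the paper does not discuss, fell on infection: 18 of 19 in WT, 17 in KO and 19 in TG cells. The scaling does not account for this: over the 3 lines, the authors' scaling and the scaling alternatives, the median log2 fold change of the 33 genes of the replication and mitotic lists came no nearer to 0 than -1.56. The CDK inhibitor Cdkn1a rose in each line, by 0.98 on the log2 scale or more, as a halt of the cell cycle in infected cells would predict. It is 1 of 10 measured genes of the list of G1 cyclins and CDK inhibitors. Of these, 2 rose and 5 fell in WT cells, so Cdkn1a does not decide the question. Loss of dividing cells from the cultures stays open, as the values hold no count of cells.

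In a stretch of 70 rows of the value table, the values of 33 genes of the comparison tables stand under other names, 30 of them in the row before their own. With the names of the comparison tables, the replication genes H2afx, Hells and Hist1h3b fell on infection in each line, with log2 fold changes of -2.21 or lower, as the mitotic list did, which is consistent with an error in the value table. With the names of the value table, H2afx and Hells had positive values, up to 0.81, and Hist1h3b fell (-4.64 in WT cells). An error in the comparison tables is not settled by this, since the row named Hist1h3b there holds another histone H3 gene by the other names, which falls as well, and only 3 genes were looked at.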

How the results depend on the processing

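Of the values of the main results under the alternatives, 559 were the same, 69 moved, 32 were weaker (no longer past the threshold), 10 stronger (now past it) and 1 reversed. For single genes and lists named in the text, 2906 were the same, 183 weaker, 43 stronger and 4 reversed. These numbers leave out the settings with 1 sample less, under which 55 values of named genes and lists were weaker. Of the 183, 35 were lists with an estimated correlation, 33 came with the methods' t-test after Benjamini-Hochberg adjustment, 26 with the volcano rule, 16 with the authors' p-values, 16 with quantile normalization and 17 without the trend. The cause of the changes below was not tested, apart from fewer samples where 1 was left out. The log2 values of genes that start below 20 counts, Il1a and Il1b among them, follow the pseudocount.

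The difference of the response of KO from that of WT cells passed the threshold with a pseudocount of 10 or 20 for Flnc (-1.08 and -1.08) and Il1a (-2.01 and -1.57). The share of variance that goes with infection was 80.5 and 81.9% with pseudocounts of 10 and 20, 64.1% without a filter, 79.8% with 20 counts in 6 samples, 77.8% with medians set equal and 78.3% with quantile normalization, and, chosen after seeing the data, 76.6% without the housekeeping genes and 77.3% rescaled without Tubb5. In the same order up to quantile normalization, and with no entry for medians set equal, where they were the same within the spread between replicates, the correlation of the responses of WT and KO cells was 0.955, 0.958, 0.881, 0.961 and 0.945, and that of WT and TG cells 0.872, 0.877, 0.806, 0.888 and 0.848. The number of genes past the volcano rule in all 4 comparisons was 0 with either pseudocount, medians set equal, quantile normalization and the methods' t-test, and 2 with the authors' p-values.

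With quantile normalization 62 genes differed between uninfected KO and WT cells, Flnc in infected WT against KO cells was weaker (1.30), Il1a on infection in KO cells reversed (-0.32), as did the value of Tnf in infected WT against KO cells (-0.057) and that of Ddit3 in infected TG against WT cells (0.32). With medians set equal, Fas in infected TG against WT cells reversed (0.067); without infected WT replicate 1 or 2 it was at -0.23 or 0.041. H3f3a on infection in WT cells was at 0, counted above with those that reversed.

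Without the trend of the variance the counts of genes were 35 (uninfected KO against WT), 35 (uninfected TG against KO), 10 (infected WT against KO), 74 (infected TG against KO), 87 (infected TG against WT), 6 (response, KO against WT) and 45 (response, TG against WT), and Flnc on infection in TG (1.22), Flnc in infected WT against KO (1.59), the Il1b response (-3.94) and Il1a in infected WT against KO cells (3.02) missed the threshold.

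At a Benjamini-Yekutieli adjusted p under 0.05, 47 genes differed in the response of KO from WT cells, Il1a (-2.82) among them. At a Benjamini-Hochberg adjusted p under 0.05 the counts were 190, 200 and 151 for uninfected KO against WT, TG against WT and TG against KO, 134, 237 and 230 for infected WT against KO, TG against KO and TG against WT, and 72 and 204 for the responses of KO and TG against WT, with Flnc (-1.03), Il1a (-2.82) and Tnf (0.39) in KO and Tnf (0.32) in TG cells past it.

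At the volcano rule of the paper the counts were 118, 118 and 117 for infection in WT, KO and TG, 12, 36 and 13 for uninfected KO against WT, TG against WT and TG against KO, 11, 32 and 43 for infected WT against KO, TG against KO and TG against WT, and 9 and 37 for the responses; Flnc in TG cells (1.22) lay under its limit and the Il1a response (-2.82) past it.

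By the methods' t-test at 0.05, 182 genes differed for uninfected TG against WT, 120 for uninfected TG against KO and 105 for infected WT against KO, and Il1b on infection in KO (3.56) and TG (6.96), Il1a in TG (5.79), and Il1b (2.72) and Il1a (3.92) in infected TG against KO missed it. After Benjamini-Hochberg adjustment of that test the counts were 15, 35, 0, 2, 16 and 25 for the 6 comparisons of lines (in the order above), and in addition Flnc on infection in KO (2.14), in uninfected TG against WT (2.11) and against KO (2.71) and in infected WT (1.59) and TG (1.79) against KO, Il1b (2.87) in infected WT against KO, and Il1a on infection in WT (3.21) and in infected WT against KO (3.08) missed it.

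By the authors' p-values, adjusted over the genes tested here, the counts of those comparisons were 16, 41, 23, 5, 48 and 64, and Flnc missed 0.01 for uninfected TG against WT (2.36) and KO (3.11) and infected WT (1.65) and TG (1.87) against KO, as did Il1b (2.95 and 2.80) and Il1a (4.06 and 5.00) in infected WT and TG against KO cells.

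Leaving out each sample in turn, where the sample left alone in its group is assumed to vary like the other groups, gave 48 to 110 genes for uninfected KO against WT, 43 to 77 for uninfected TG against KO, 35 to 65 for infected WT against KO and 12 to 35 for the response of KO against WT; for Il1a, -0.32 to 0.83 on infection in KO, 2.45 to 3.59 in infected WT against KO and -3.39 to -2.25 for the response of KO against WT; correlations of 0.941 to 0.950 (WT and KO) and 0.849 to 0.865 (WT and TG), and 0 to 2 genes past the volcano rule in all 4 comparisons.

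Of the gene list calls 0 were left with an estimated correlation and 107 made by fry, which tests whether a list's genes move one way on balance and not whether they move more than others. The replicate number as a block, which the data do not bear out as pairs, changed the 11 counts of genes to between 28 and 287, each within 1.5 times. Tests that need counts were not run, since whole numbers were recovered for 7 of 12 samples.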

Differences from the paper's values

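The paper's Venn diagrams of genes changed on infection print numbers that differ in 8 regions; here a log2 fold change threshold of 2 either way was used, as there. Above 2, WT cells alone have about 3 genes in Fig. 4C, read by eye, for the paper, and 5 here; within the paper's value by the criterion used were pseudocounts of 10 and 20 and leaving out infected WT replicate 1 or infected KO replicate 2. TG cells alone have about 9 in Fig. 4C, read by eye, for the paper, and 4 here (within it: a pseudocount of 20, no filter, and leaving out KO replicate 2, TG replicate 2 or infected KO replicate 1). WT and TG cells without KO have about 2 in Fig. 4C, read by eye, for the paper, and 1 here (within it: a pseudocount of 10).

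Below -2, WT cells alone have about 3 in Fig. 4C, read by eye, for the paper, and 6 here (within it: a pseudocount of 10, 20 counts in 6 samples, medians set equal, and leaving out KO replicate 2 or infected WT replicate 1). KO cells alone have about 0 in Fig. 4C, read by eye, for the paper, and 1 here (within it: 20 counts in 6 samples, and leaving out WT replicate 2, infected WT replicate 1 or infected TG replicate 2). WT and KO cells without TG have about 6 in Fig. 4C, read by eye, for the paper, and 2 here (within it: medians set equal, quantile normalization, and leaving out KO replicate 2). WT and TG cells without KO have about 3 in Fig. 4C, read by eye, for the paper, and 6 here (within it: pseudocounts of 10 and 20, medians set equal, and leaving out infected WT replicate 2). KO and TG cells without WT have about 3 in Fig. 4C, read by eye, for the paper, and 1 here (within it: no filter, quantile normalization, and leaving out infected WT replicate 2, infected KO replicate 2 or infected TG replicate 2). For each region, the alternatives set before the data were examined that are not named here still differed.

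The paper puts Lat among the first 10 genes raised in WT cells; here it was at rank 13 (log2 fold change 3.81), at rank 11 with 20 counts in 6 samples and at rank 9 by the authors' own fold changes. Of the 7 genes the paper names there, the other 6 were among the first 10.

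Of the genes labelled in the volcano plots, 10 of 12 in Fig. 5A, 12 of 14 in Fig. 5B, 14 of 14 in Fig. 5C and 4 of 8 in Fig. 5D lay past both thresholds here. In Fig. 5A the exceptions were Cd40 (-1.18) and Mmp9 (0.41), which pass by the authors' own values (-2.61 and 1.91). In Fig. 5B they were Gata2 (1.48) and Pdgfa (1.48), which pass with medians set equal (1.56 and 1.56), quantile normalization (1.88 and 1.63), the authors' own values (1.82 and 1.55) and without TG replicate 1 (1.83 and 1.54), Pdgfa also without WT replicate 1 (1.54) and Gata2 without WT replicate 2 (1.55). In Fig. 5D they were Il6 (1.48), Smad3 (1.35), Uty (1.42) and Wee1 (-1.43), which pass by the authors' own values (1.51, 1.58, 1.59 and -2.11); Il6 also without infected WT replicate 2 (1.59) or infected KO replicate 1 (1.53), Uty without infected WT replicate 2 (1.53), Smad3 without infected KO replicate 2 (1.50), and Wee1 with medians set equal (-1.55), with quantile normalization (-2.06) and, in a rescaling without Tubb5 chosen after seeing the values, at -1.51. These settings also drop labelled genes that pass here. The rescaling drops 1 (Pdgfa, Fig. 5A), medians set equal 1 (Flnc, Fig. 5D), quantile normalization 2 (Itgb4, Fig. 5A, and Flnc, Fig. 5D) and the authors' own values 0. Leaving out TG replicate 1 drops 3 (Fas and Itgb4, Fig. 5A, and Mllt4, Fig. 5B), WT replicate 2 drops 1 (Mllt4, Fig. 5B), infected KO replicate 2 drops 1 (Flnc, Fig. 5D), infected KO replicate 1 drops 1 in Fig. 5C, and WT replicate 1 and infected WT replicate 2 drop 0. Of the other settings, the methods' t-test drops 4, 3, 10 and 4 and a pseudocount of 20 drops 6, 4, 4 and 1 in Fig. 5A, Fig. 5B, Fig. 5C and Fig. 5D.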

Other observations

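TG cells lost transcripts of a few genes that WT and KO cells share. The row called Id1 was named from its groups with at least 20 counts only, since its match over all groups is poor. Its name is therefore less certain. Before infection, Id1, an inhibitor of differentiation factors, had 67.7 ± 2.1 normalized counts in WT, 71.6 ± 15.8 in KO and 2.9 ± 1.8 in TG cells (SD, n = 2; at least 3.38-fold lower in TG than in WT), Nsd1 49.6 ± 6.4, 49.2 ± 6.1 and 2.8 ± 0.5, the integrin gene Itga6 was at least 3.09-fold and Creb5 at least 1.38-fold lower in TG than in WT cells, and Lat (at least 1.85-fold) and Id2 (log2 fold change 1.41) were higher. By lists, of uninfected TG against WT cells, 1 gene of MAPK signaling was higher and 10 lower of 27 (camera adjusted p = 0.0184; 0.435 with an estimated correlation), 0 and 3 of 5 of macrophage identity (0.0197; 0.306), 1 and 1 of 32 chromatin modifiers (up, 0.0307; 0.462; 0.0993 with quantile normalization, 0.0532 without WT replicate 2 and 0.0556 without TG replicate 1), 3 and 0 of 14 of replication (0.0125; 0.306) and 4 and 0 of 19 mitotic regulators (0.00678; 0.306).

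Transcripts of Csf1r, the receptor of macrophage colony-stimulating factor, fell in each infected line, but the list of macrophage identity did not pass its test. Of 5 genes of macrophage identity, 3 fell in each line and 1, 1 and 2 rose in WT, KO and TG cells (camera adjusted p = 0.333, 0.363 and 0.622). Csf1r fell by 3.41, 2.94 and 3.72 on the log2 scale, and in WT cells the log2 fold changes of Cebpa and Runx1 were -1.33 and -0.83 and that of Cd14 1.01 (0.22 with quantile normalization, adjusted p = 0.0258). Of 4 measured genes listed for lymphoid cells, Lat (3.81, 4.18 and 2.59), Il7r (2.59, 3.57 and 2.75) and Gata3 (2.37, 2.98 and 2.73) rose and Kit (-2.54, -3.10 and -3.24) fell in WT, KO and TG cells; Kit was lost in each line without the trend of the variance, in WT cells also with quantile normalization and without either WT replicate or infected WT replicate 2, and in KO cells without KO replicate 2. Of 2 epithelial and stromal genes, Gata3 rose and Klf4 changed by -1.34 in WT cells.

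Other lists on infection in WT cells were, as higher and lower of measured genes, JAK-STAT 9 and 1 of 17 (camera adjusted p = 0.0771; in KO cells 8 and 1, 0.0480, which was lost with pseudocount 10, without a filter, with quantile normalization, with the names as deposited and without most single samples; 0.139 with an estimated correlation), MAPK 14 and 8 of 27 (0.161), Wnt and Notch 6 and 3 of 14 (0.35), apoptosis 7 and 3 of 14 (0.343), growth factors 6 and 2 of 13 (0.201), G1 cyclins and CDK inhibitors 2 and 5 of 10 (0.636), extracellular matrix 4 and 2 of 9 (0.535), TGF-beta 3 and 2 of 12 (0.730) and chromatin modifiers 4 and 11 of 32 (0.450). Lists with fewer than 5 measured genes were not tested: the integrins Itgb7 (3.72), Itga6 (1.11) and Itgb4 (-0.69), and the histone H3 genes Hist1h3b (-5.15), Hist2h3b (-4.64), H3f3a (0.67, and 0 with quantile normalization) and Hist2h3c2 (0.65, lost with either scaling alternative, without the trend of the variance, with a robust fit and without WT replicate 1 or infected WT replicate 2). Itga6 and Itgb4 were not called.

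The response of KO against WT cells had 1 gene higher and 1 lower of 13 in the inflammatory list (down, camera adjusted p = 0.0131; 0.654 with an estimated correlation, 0.122 with 20 counts in 6 samples and 0.0546 without KO replicate 2) and 6 and 1 of 24 in the NF-kB list (0.0166; 0.654, 0.0583 with 20 counts in 6 samples and 0.0593 without infected KO replicate 2), and that of TG against WT cells 10 and 1 in the NF-kB list (0.0118; 0.953; 0.0608 with quantile normalization). Uninfected KO cells had 3 genes higher and 1 lower than WT cells of 14 for replication (9.56e-05; 0.147), 4 and 0 of 19 mitotic regulators (3.35e-05; 0.147), with Ccne2 at 0.99 (lost without the trend of the variance), and 0 and 0 of 18 for homologous recombination (0.0193; 0.299; lost without a filter and with quantile normalization). Infected WT against KO cells had 0 and 3 for replication (0.000287; 0.182), with Mcm7 at -0.77 (lost without the trend of the variance; in uninfected KO against WT cells 0.47, lost without the trend and without any of the 4 samples compared), 0 and 5 mitotic regulators (3.49e-06; 0.182) and 0 and 1 for homologous recombination (0.00883; 0.272).

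The errors after ± in this text are SDs. The errors that the paper prints for its mean counts of Il1b, Il1a and Flnc are labelled as SDs there, but 0 of 9 equal the SD of the 2 replicates and 8 equal their SEM (tolerance 0.1 counts), so that the SDs here are 1.41 times as large. For Il1b in infected KO cells the paper prints 27.8, and the SD here is 39.3. The exception is Il1a in infected TG cells, with 11.4 in the paper, where the SEM is 31.4 and the SD 44.5 here.

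A hypothesis chosen after the result was seen is that the rise of Flnc on infection needs Pdpn. It predicts no rise in KO cells, where the log2 fold change of Flnc was 2.11, which argues against it; a part of the rise may still depend on Pdpn, as the difference between the responses of KO and WT cells was -1.08 and past 0.01 with a pseudocount of 10 and not with the pseudocount of 1 used here.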
